# Erythropoietin Signaling Regulates Key Epigenetic and Transcription Networks in Fetal Neural Progenitor Cells

**DOI:** 10.1038/s41598-017-14366-0

**Published:** 2017-10-30

**Authors:** Christina Sollinger, Jacquelyn Lillis, Jeffrey Malik, Michael Getman, Chris Proschel, Laurie Steiner

## Abstract

Erythropoietin (EPO) and its receptor are highly expressed in the developing nervous system, and exogenous EPO therapy is potentially neuroprotective, however the epigenetic and transcriptional changes downstream of EPO signaling in neural cells are not well understood. To delineate epigenetic changes associated with EPO signaling, we compared histone H3 lysine 4 dimethylation (H3K4me2) in EPO treated and control fetal neural progenitor cells, identifying 1,150 differentially bound regions. These regions were highly enriched near protein coding genes and had significant overlap with H4Acetylation, a mark of active regulatory elements. Motif analyses and co-occupancy studies revealed a complex regulatory network underlying the differentially bound regions, including previously identified mediators of EPO signaling (STAT5, STAT3), and novel factors such as REST, an epigenetic modifier central to neural differentiation and plasticity, and NRF1, a key regulator of antioxidant response and mitochondrial biogenesis. Global transcriptome analyses on neural tubes isolated from E9.0 EpoR-null and littermate control embryos validated our *in vitro* findings, further suggesting a role for REST and NRF1 downstream of EPO signaling. These data support a role for EPO in regulating the survival, proliferation, and differentiation of neural progenitor cells, and suggest a basis for its function in neural development and neuroprotection.

## Introduction

Erythropoietin (EPO) is a glycoprotein hormone that is best known for its essential role in the proliferation, maturation, and survival of erythroid progenitor cells^1,2^. EPO and its receptor, EpoR, are also highly expressed in the developing nervous system of both humans and mice^3–8^. EpoR is expressed on many types of cells in the nervous system including mature neurons, astrocytes, glial cells and CNS capillary pericytes^6–9^. EpoR is also highly expressed on neural progenitor cells, and EPO treatment of neural progenitor cells promotes neurogenesis both *in vitro* and *in vivo* ^10^. EpoR-null embryos develop neurologic abnormalities prior to the development of lethal anemia, including decreased numbers of neural progenitor cells and hypoplasia of the forebrain and neural epithelium^2,3,5^. Endogenous EPO signaling is required for the normal proliferation of neural progenitor cells^4^, and neural progenitor cells isolated from EpoR-null embryos have higher rates of apoptosis and increased sensitivity to hypoxia compared to controls, even following selective restoration of EpoR in erythroid progenitors^3–5^. Together, these data suggest that EPO signaling regulates the survival, proliferation, and specification of neural progenitor cells, however the molecular mechanisms that promote these functions are not well understood.

Exogenous EPO has been extensively studied as a potential neuroprotective agent in several disease states that impact neonates. Exogenous EPO therapy has shown particular promise as a neuroprotective agent in neonates affected by Hypoxic Ischemic Encephalopathy (HIE), a hypoxic brain insult that occurs at or around the time of birth and is associated with significant neurodevelopmental morbidity^11–17^. Exogenous EPO therapy is also being investigated as a neuroprotective agent to improve neurodevelopmental outcomes for preterm infants^18,19^ and animal studies suggest that exogenous EPO therapy may be neuroprotective for infants impacted by neonatal stroke^20^. The neuroprotective effects of EPO treatment are likely due to its action on multiple cell types. Data from animal models suggest that in the setting of hypoxic or ischemic insult exogenous EPO therapy decreases apoptosis, promotes neurogenesis, enhances oligodendrocyte development, and promotes revascularization^21–24^. Gene expression analyses performed on sections of brain in murine models of hypoxic-ischemic damage demonstrate that EPO treatment promotes the expression of anti-apoptotic genes such as BCL2 and BLCXL, and suppresses the expression of pro-apoptotic genes such as BAX and BIM^14,25^. Data regarding the gene expression changes following EPO treatment in specific populations of neural cells is lacking and the mechanisms by which EPO promotes neurogenesis are not well understood.

The most comprehensive studies on the molecular mechanisms downstream of EPO signaling have been done in the context of erythropoiesis. In definitive erythroid progenitors EpoR activation results in phosphorylation of JAK2 and activation of downstream effectors, including STAT5 and AKT, that translocate to the nucleus where they interact with erythroid-specific transcription factors to drive transcriptional changes that promote the proliferation, maturation, and survival of erythroid progenitors^26–28^. In non-erythroid cells, the molecular events involved in EPO signaling are not as well characterized. EPO signaling in neural cells is thought to involve heterodimerization with the common beta chain receptor^29,30^, which is dispensable for erythropoiesis but necessary for the neuroprotective effects of exogenous EPO therapy^31–33^. The molecular events downstream of EPO signaling in neural cells are also complex, with STAT5, STAT3, phosphatidylinositol 3-kinase (PI3-k), NF-kβ, and GATA3 all reported to be downstream of EpoR activation^34–37^.

The majority of studies on EPO signaling in the nervous system have been conducted in tumor-derived cell lines or models of hypoxic-ischemic insult in adult animals that do not accurately recapitulate the developing nervous system. As a result, the molecular mechanisms that underlie the function of EPO in fetal neural progenitor cells and their differentiated progeny are largely unknown. We hypothesized that identification of the epigenomic and transcriptomic changes downstream of EPO signaling in fetal neural progenitor cells would provide valuable insights into the molecular mechanisms underlying the function of EPO signaling in the developing nervous system. To that end, we sought to delineate the epigenetic and transcriptomic changes downstream of EPO signaling in human fetal neural progenitor cells.

## Results

### EPO treatment alters the epigenetic landscape of human neural progenitor cells

We used chromatin immunoprecipitation coupled with high throughput sequencing (ChIP-seq) to profile changes in the epigenetic landscape associated with EPO treatment in human fetal myc-immortalized neural progenitor cells initially isolated from 10-week midbrain. ChIP was done using an antibody for histone H3, lysine 4 dimethylation (H3K4me2), which marks active and poised enhancers and transcription start sites^38^. ChIP assays were done following 24 hours of treatment with EPO (10U/ml) and in untreated control cultures. The EPO concentration of 10U/ml was chosen because it approximates the serum EPO concentration of infants treated with exogenous EPO therapy for neuroprotection^15,39^. Each ChIP-seq experiment was done in duplicate. There was a high correlation between experimental replicates (Fig. S1) and the number of uniquely mapped reads was similar between samples (Table S1). Peaks were called using MACS^40^ with default parameters, with a p-value < 0.05 considered significant. The EPO treated samples had a higher overall number of statistically significant H3K4me2 peaks than control samples (33,087 and 24,197, respectively) as well as a modest increase in H3K4me2 signal over transcription start sites (Fig. 1A). As expected, the regions of H3K4me2 occupancy for both the EPO treated and control cells were generally located in close proximity to protein coding genes and enriched near transcription start sites (Fig. 1D).

**Figure 1:**
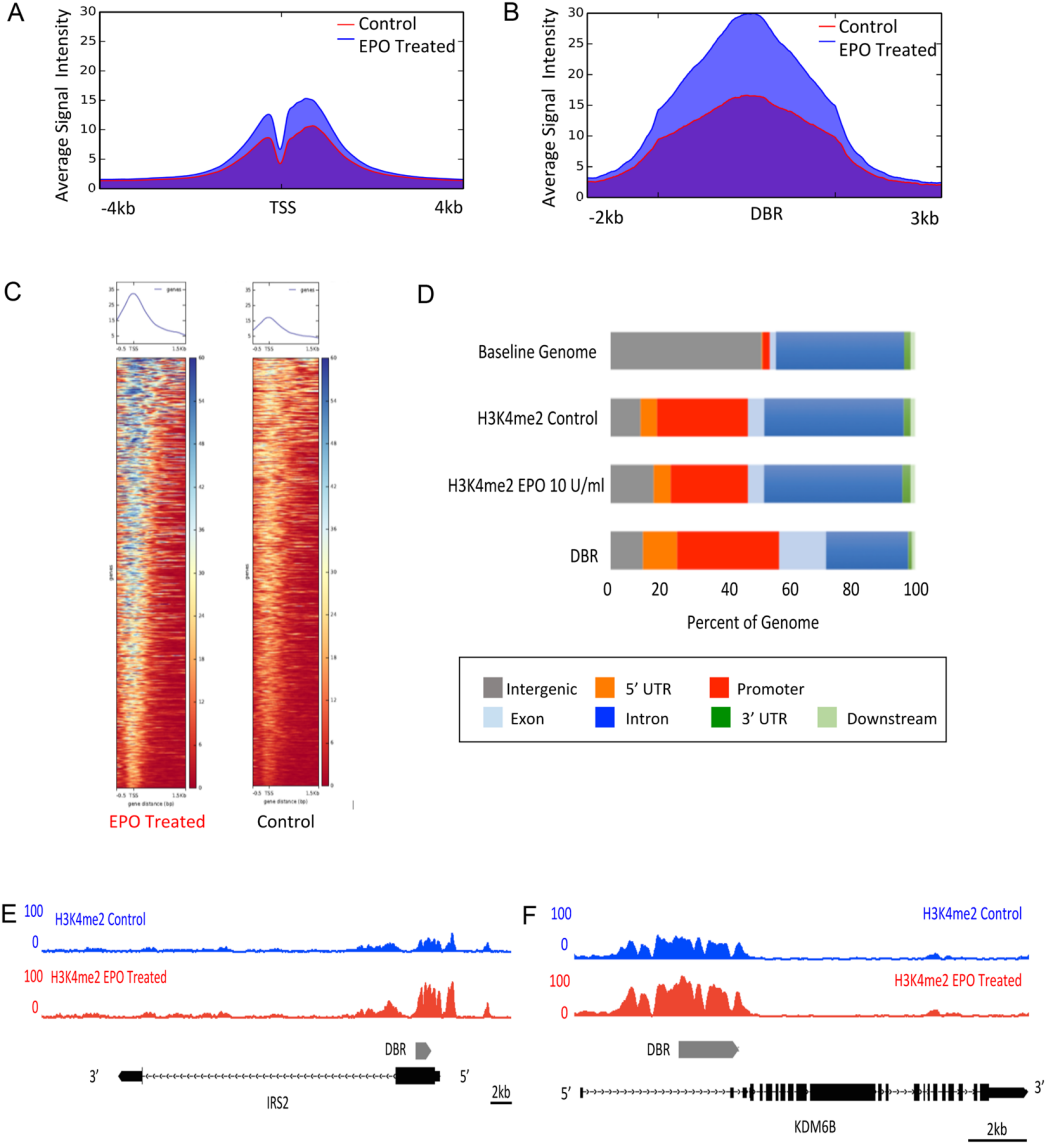
EPO treatment is associated with changes in the epigenetic landscape of human neural progenitor cells. (**A**) Average signal intensity for H3K4me2 over transcription start sites (TSS) in EPO treated and control samples. (**B**) Average signal intensity for H3K4me2 for the EPO treated and control samples at the differentially bound regions (DBR). (**C**) Heat maps representing the level of H3K4me2 occupancy at the 1150 DBR in the EPO treated and control samples. (**D**) Relationship of the DBR to known genomic features. (**E**) Example of H3K4me2 occupancy in the EPO treated and control samples at the IRS2 locus. Grey bar represents DBR. (**F**) Example of H3K4me2 occupancy in the EPO treated and control samples at the KDM6B locus. Grey bar represents DBR.

Accurately identifying regions of enrichment in ChIP-seq data sets where the target of interest occupies broad regions of DNA, such as histone modifications, can be challenging because most peak calling algorithms are designed to identify narrow peaks of factor occupancy^41^. We therefore used DiffReps, an algorithm specifically designed to identify differential histone occupancy between two conditions^41^, to identify significant regions of differential H3K4me2 occupancy between the EPO treated and control samples. Using DiffReps, 1150 differentially bound regions (DBR) were identified (p < 0.001; Fig. 1B–F). We validated a subset of those regions using quantitative ChIP (Fig. S2). At the majority of the DBR, there was increased H3K4me2 occupancy in the EPO treated samples compared to control, the magnitude of which was significantly greater than the modest increase in H3K4me2 occupancy associated with EPO treatment at TSS (Fig. 1A,B). Consistent with a role in transcriptional regulation, the majority of DBR were located near protein coding genes, and were highly enriched at promoter regions (p < 10–322, Fig. 1D). These results suggest that the EPO signaling promotes changes in the epigenetic landscape of neural progenitor cells at regulatory elements, such as promoters, that are likely to facilitate changes in gene expression.

### EPO treatment promotes gene expression changes associated with neural development and neural protection

To determine the gene expression changes downstream of EPO-signaling, global transcriptome analyses were done in human fetal neural progenitor cells following 24 hours of treatment with EPO (10 U/ml) and in untreated control cells. The RNA-seq studies were done in duplicate, and the replicates were highly correlated. (Fig. S3) As expected following the addition of a single cytokine in steady-state culture conditions, the changes in gene expression were modest. In total, 566 genes were differentially expressed (p value < 0.005, FDR < 0.05; Fig. 2A). 393 genes had higher expression in the EPO treated samples and 173 genes had higher expression in the control samples. One of the most interesting differentially expressed genes was REST (RE1 Silencing Transcription Factor), a master regulator of neurogenesis^42,43^. We validated the change in REST expression at both the RNA (Fig. 2B) and protein level (Fig. 2C) following treatment with 10U/ml of EPO, the dose used for the RNA-seq studies. We also assessed REST expression following treatment with lower doses of EPO (0.4–2 U/ml), however these lower doses did not result in increased REST mRNA expression (Fig. 2B), suggesting that some effects of EPO treatment may be dose-dependent. Ingenuity pathway analyses of the differentially expressed genes was highly enriched in pathways associated with neural development and neural protection (Fig. 2D and E), including “proliferation of neuronal cells” (p value 2.28 e-03), “regeneration of motor neurons,” (p value 5.34e-3) and “development of neurons,” (p value 5.49e-03) further supporting a role for EPO signaling in these essential processes.

**Figure 2:**
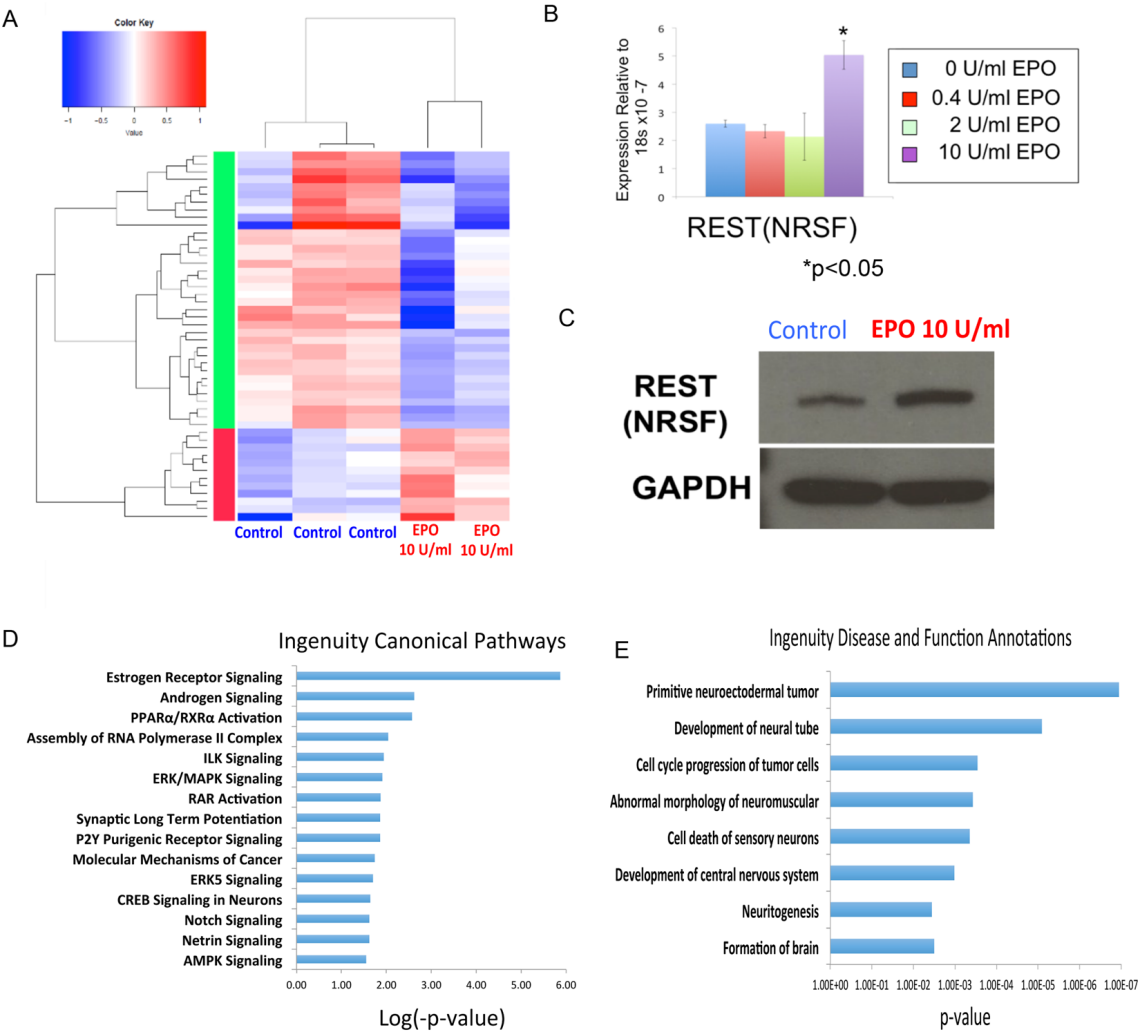
Gene expression changes associated with EPO treatment in neural progenitor cells. (**A**) Heat map of genes differentially expressed in EPO treated and control samples. (**B**) Quantitative PCR demonstrating REST mRNA expression in control cells and in cells treated with EPO concentrations ranging from 0.4U/ml to 10U/ml. (**C**) REST protein levels in control and EPO treated (10U/ml) cells. The full image of the blot is in Fig S7. (**D**) Canonical pathways by identified by Ingenuity Pathway Analyses of the differentially expressed genes. (**E**) Disease and Function annotations identified by Ingenuity Pathway Analyses of the differentially expressed genes.

### The differentially bound regions (DBR) have extensive overlap with active regulatory elements

H3K4me2 marks both active and poised regulatory elements^38,44^. Acetylation of histone H4 (H4Ac) is more specifically associated with active regulatory elements^44^. To more clearly delineate if the DBR had significant overlap with regulatory elements that were active following EPO treatment, we performed ChIP-seq using a pan H4 acetyl antibody in EPO treated cells. The DBR had extensive overlap with regions of H4Ac occupancy, with ~62% of the DBRs co-localizing with a significant peak of H4Ac (Fig. 3A). The majority regions of H4Ac occupancy were located in close proximity to protein coding genes, and were enriched at TSS and promoter regions (Fig. 3B). DBR that did not co-localize with H4Ac were significantly more enriched in intergenic regions (Fig. 3B). Examples of DBR that co-localize with H4Ac are shown in Fig. 3D and E.

**Figure 3:**
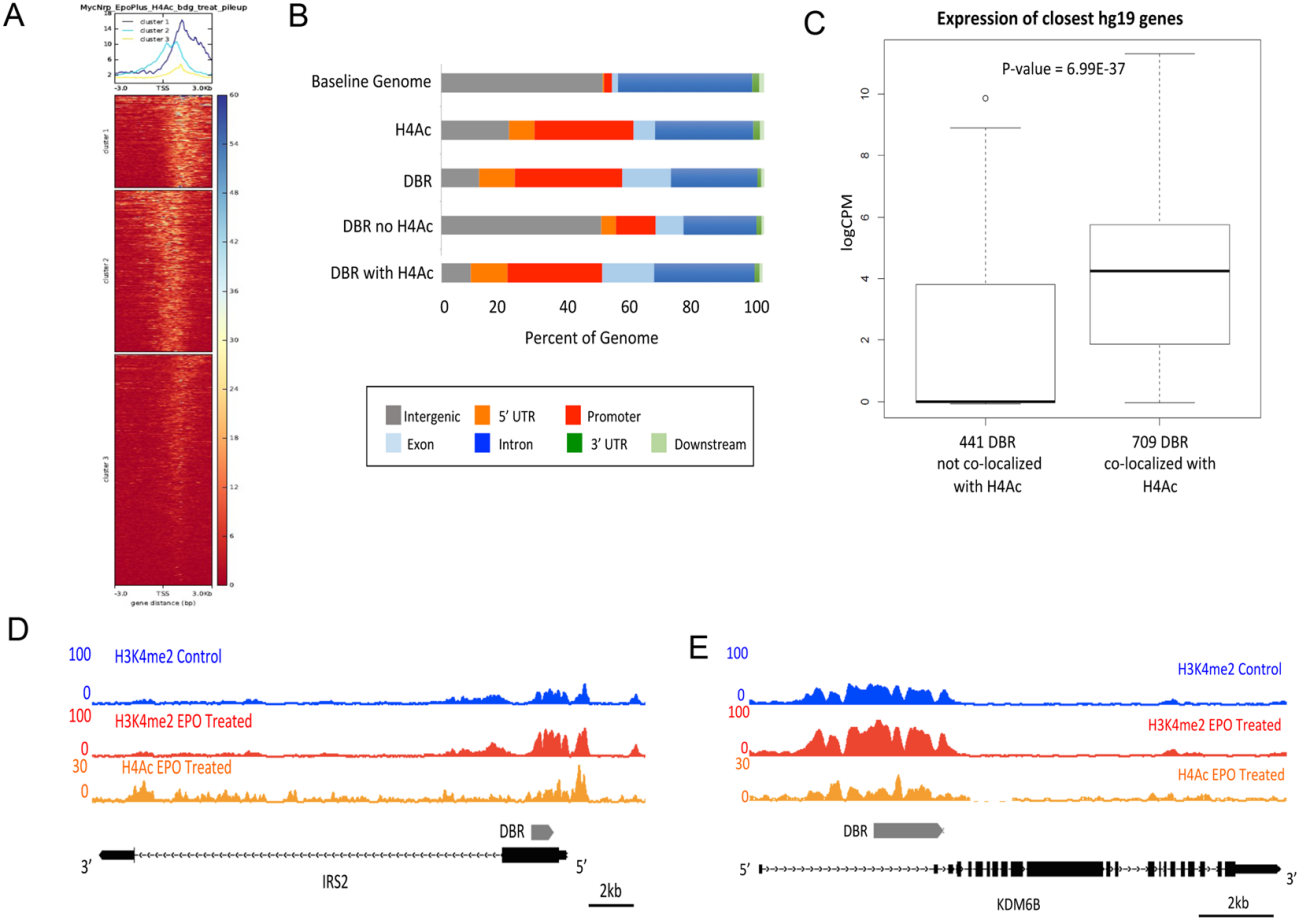
DBR co-localize extensively with regions of H4 Acetylation. (**A**) Heat map demonstrating the level of H4 Acetylation occupancy the 1150 DBR in EPO treated cells. (**B**) Relationship of DBR with and without co-localization of H4Ac to known genomic features. DBR that co-localize with H4Ac are located almost exclusively near protein coding genes, in stark contrast to DBR that do not localize with H4Ac, which are distributed more evenly throughout the genome. (**C**) Genes in close proximity (within 10 kb) of DBRs that co-localize with H4Ac are expressed at significantly higher levels than genes in close proximity of DBR that do not co-localize with H4Ac. (**D**) Example of H3K4me2 and H4Ac occupancy at the IRS2 locus. Grey bar represents DBR. (**E**) Example of H3K4me2 and H4Ac occupancy at the KDM6B locus. Grey bar represents DBR.

As regulatory elements marked by H4Ac often promote transcription, we analyzed gene expression near DBR with and without H4Ac co-occupancy. Genes located within 10 kb of DBR that had co-occupancy of histone H4Ac were expressed at significantly higher levels than genes located within 10 kb of DBR not associated with H4Ac (Fig. 3C, p = 6.9e-37). These results identify a group of regulatory elements that are active in EPO treated cells and raise the intriguing possibility that EPO signaling modulates usage of regulatory elements, such as enhancers, in neural progenitor cells.

### The differentially bound regions are associated with a complex network of transcriptional and epigenetic regulators

To gain insights into the signaling mediators and transcription factors promoting these epigenetic and transcriptional changes, we used meme-ChIP^45^ to interrogate the DNA sequences underlying the DBR for overrepresented DNA binding motifs. Several known mediators of EPO signaling were identified, including STAT5 and STAT3 (Fig. 4A,B, S4). Consistent with EPO’s role in promoting cellular proliferation^25,26^, motifs for E2F4 and E2F6, factors that are important for promoting cell cycle progression^46,47^, were also significantly enriched in the DBR (Fig. 4A,B). Motifs for a number of other transcriptional and epigenetic regulators were also overrepresented, including sp1, a general transcriptional activator^48^ and several factors important for neural development, specification, and maintenance, including GSX2, NRF1 and REST^43,49–54^. (Fig. 4A,B) Gata3 and NFKB have been previously associated with EPO signaling in neural cells^3,14,34,37^, however the DBRs did not have significant enrichment for the binding motifs of those factors.

**Figure 4:**
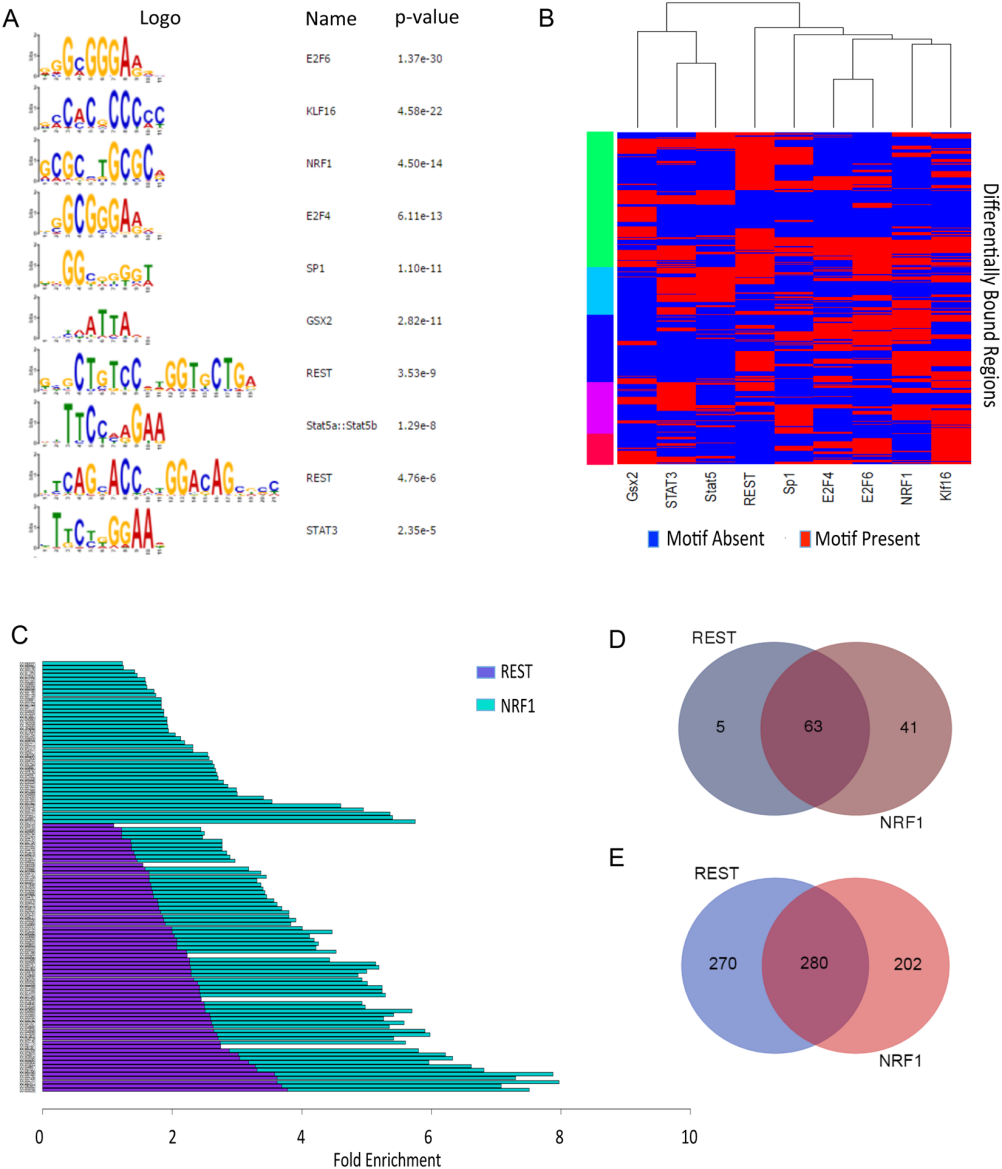
An extensive network of transcriptional regulators underlies the DBR. (**A**) Meme-ChIP analyses identified several overrepresented motifs in the DBR. (**B**) Heat map depicting occupancy of significantly enriched motifs at the 1150 DBR. Factors whose motifs were significantly enriched in the DBR are listed on the x-axis and the DBR are on the Y-axis. Blue indicates a motif for a listed factor is absent in the DBR and Red indicates that the motif for a listed factor is present in that DBR. Many DBR contain motifs for more than one factor. (**C**) Gene set enrichment analyses of genes within 10 kb of a DBR containing rest motif (purple) or NRF1 motif (green) identified significant enrichment for multiple pathways. The graph demonstrates considerable overlap between pathways identified in association with REST- and NRF1- containing DBR. (**D**) Venn diagram representing the number of DBR that contain motifs for REST and/or NRF1. Many DBR contain motifs for both factors. (**E**) Venn diagram demonstrating the number of genes within 10 kb of DBR containing motifs for REST and/or NRF1.

We focused on DBR containing REST and NRF1 motifs because both factors are important for neural development and homeostasis, but to our knowledge have not been previously described to be downstream of EPO signaling in neural cells. NRF1 has a role in neural development and maintenance^54,55^, and it is an important regulator of cellular proliferation, mitochondrial biogenesis, proteasome function, and antioxidant and cytoprotective genes^56,57^. REST is an epigenetic modifier that also has a central role in neural development and has been associated with neuroprotection in a variety of settings^43,58^. We performed pathway analyses on the nearest genes assisted with DBR that contained either a STAT3, STAT5, REST or NRF1 motif. Although approximately half of the DBR were associated with a STAT3 or STAT5 motif, analyses of the genes associated with these DBR did not identify any specific pathways. In contrast, analyses of genes near DBR associated with REST motifs identified 68 pathways, many of which related to neural development or neurogenesis (Fig. 4C and S5). Similarly, pathway analyses of genes located near DBR associated with NRF1 motifs identified enrichment for 104 pathways, many of which related to neuronal survival, proliferation, or differentiation (Fig. 4C and S6). Some of the most highly enriched pathways were “spinal cord development” and “regulation of neuron differentiation” (Fig. 4C and S5).

There was a large sub-population of DBR that contained motifs for both REST and NRF1 (Fig. 4B and D). Interestingly, those DBR were frequently distinct from the DBR that contained motifs for STAT3/5, the canonical mediators of EPO signaling (Fig. 4B and S4). Consistent with the large subset of DBRs that contained motifs for both REST and NRF1, there was significant overlap in the identity of the genes located within 10 kb of a DBR containing either a REST or NRF1 motif (Fig. 4E) and significant overlap of the pathways associated with DBR containing these motifs (Fig. 4C, 5–6). The large number of DBR containing both REST and NRF1 motifs raise the interesting possibility REST and NRF1 may act in a cooperative manner downstream of EPO-signaling in the developing nervous system.

### The differentially bound regions have extensive co-localization with REST (NRSF) and NRF1

We compared our DBRs to a published ChIP-seq data set of REST occupancy in human neural progenitor cells^59^. Consistent with our DNA motif analyses, 633/1150 (55%) of DBR overlapped with a site of REST occupancy (Fig. 5A). We also compared our DBR to a published ENCODE ChIP-seq track of NRF1 done in the EPO responsive neural cell line Sk-N-Sh^60^. There was extensive overlap of DBR with sites of NRF1 occupancy, with 277/1150 (24%) of DBR co-localizing with a peak of NRF1 occupancy (Fig. 5A).

**Figure 5:**
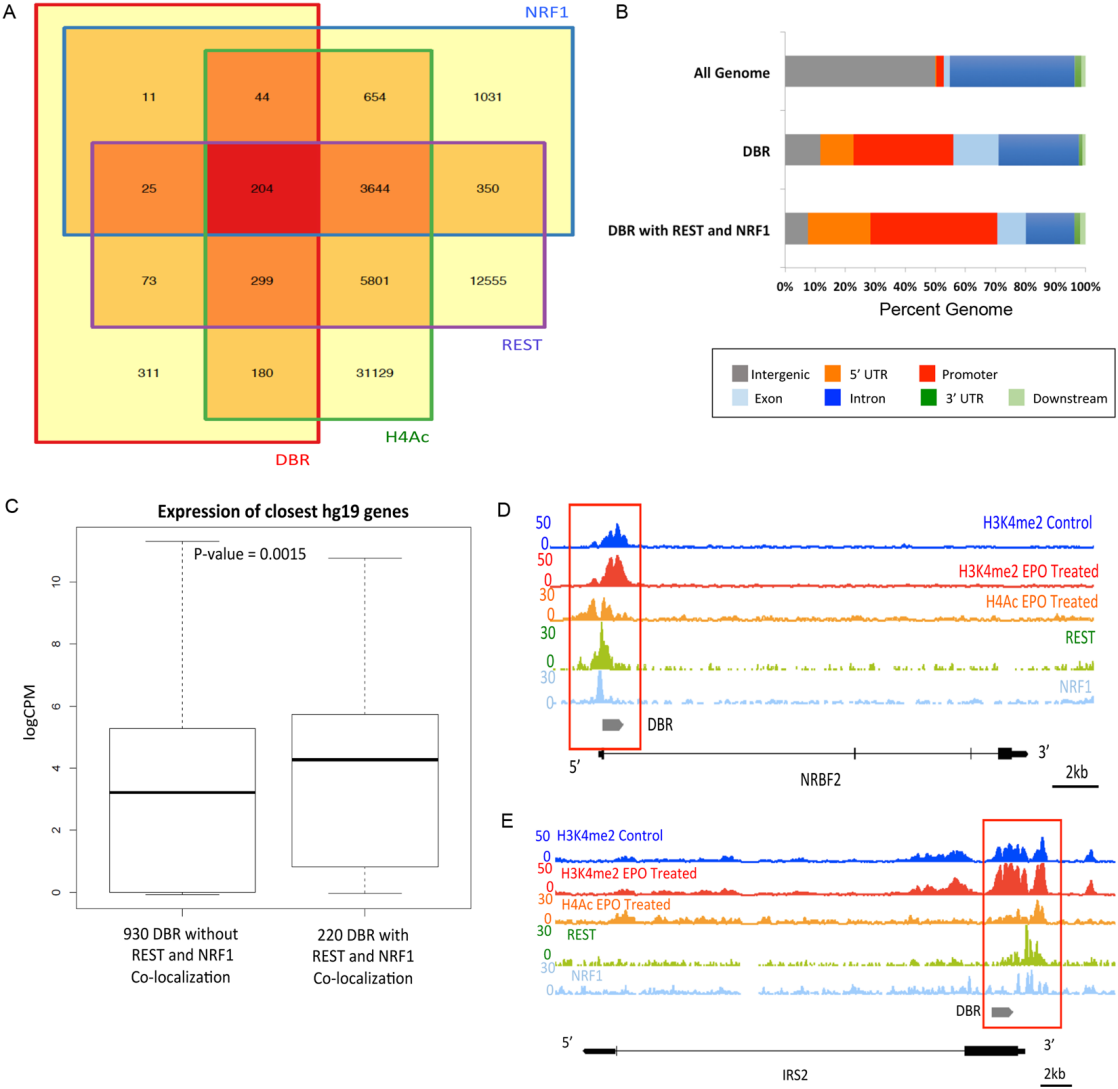
REST and NRF1 frequently co-localize with DBR. (**A**) Venn diagram depicting co-localization of DBR, H4Ac, NRF1, and REST. (**B**) Locations of DBR that co-localize with REST and NRF1 in relation to known genomic features. (**C**) Genes located near a DBR that contained an NRF1 and REST motif were expressed at significantly higher levels than genes located near DBR that lacked a motif for either factor. (**D**) Example of H3K4me2, H4Ac, REST and NRF1 occupancy at the NRBF2 locus. Grey bar represents the DBR. (**E**) Example of H3K4me2, H4Ac REST and NRF1 occupancy at the IRF2 locus. Grey bar represents the DBR.

Motif analyses demonstrated that NRF1 and REST motifs were frequently present in the same DBR (Fig. 4B and S4). Consistent with that data, there was frequent co-localization of REST and NRF1 ChIP-seq peaks at the DBR; 220/277 (79%) of DBR that co-localized with NRF1 also co-localized with REST. The vast majority of DBR that co-localized with both REST and NRF1 occupancy were located in promoters/5′UTRs (~62%), and introns (~16%), with relatively few sites located in intergenic regions (~8%; Fig. 5B). Genes located near DBR that overlapped sites of REST and NRF1 occupancy had significantly higher expression than genes in close proximity to DBR that did not co-localize with sites of NRF1 or REST. (Fig. 5C, p value = 0.0015) Examples of DBR that co-localize with REST and NRF1 are shown in Fig. 5D–E. Pathway analyses of the genes near DBR that co-localized with NRF1 and REST identified enrichment for “pons maturation” and “N-glycan processing,” which is an important regulator of normal neural development and plays an important role modulating neuronal excitability^61^.

### EpoR deletion is associated with altered expression of key transcriptional and epigenetic regulators in the developing nervous system

As immortalization and cell culture can introduce significant artifact, we sought to analyze the function of EPO signaling in primary, uncultured neural progenitor cells. 

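Neural tubes, the embryonic tissue from which the brain and spinal cord form, were dissected from 5 mouse embryos and their polyA-selected RNA was sequenced. The embryos carried a deletion of EpoR, the gene of the erythropoietin receptor, on both alleles (EpoR-null, 2 embryos), on one allele (heterozygote, 1 embryo) or on neither (wild type, 2 embryos), and the wild type and heterozygous embryos together were the 3 littermate controls. The paper gives the age of the embryos as E9.0, while the sample labels give E8.5. The authors trimmed the reads with Trimmomatic, aligned them with Tophat and counted them per gene with HTSeq, and the deposited values are these raw read counts for 23284 gene symbols, without normalization. The mouse genome build and gene annotation are not stated in the paper, whose methods name hg19 for the alignment of RNA-seq reads. Reads counted on genes came to 23894580 and 41169218 in the wild type samples (replicates 1 and 2), 23014710 in the heterozygote, and 19316126 and 30378879 in the EpoR-null samples (replicates 1 and 2). A further 8.115% to 11.03% of the uniquely aligned reads fell outside annotated genes. With these depths, 3 reads of a gene correspond to between 0.0729 and 0.155 CPM, where CPM are a gene's counts scaled to a common library size. The paper states a minimum of raw reads per library, and the values here use the reads counted on genes.
From the counts, the EpoR-null samples were compared with the 3 controls by the method the paper states, TMM normalization and the exactTest function of edgeR, with tagwise dispersions and Benjamini-Hochberg adjustment (FDR). The paper states no filter on low counts, and genes with a CPM above 1 in at least 2 samples were tested, which left 12703 genes. The quasi-likelihood F-test of edgeR, which also takes into account how uncertain each gene's dispersion is, was run beside the exact test, without and with the replicate number of the labels as a block. Spearman correlations of log2 CPM between pairs of samples ran from 0.96205 (heterozygote and EpoR-null replicate 2) to 0.99468 (both wild type samples). The EpoR-null samples correlated with each other at 0.96355, less closely than EpoR-null replicate 1 did with wild type replicate 1 (0.98133). No pair of samples had counts within sampling noise of each other, and the lowest chi-square per degree of freedom across genes was 12.594, so each sample was counted as a separate replicate. Gene positions are those of GENCODE M21 on GRCm38, matched by gene symbol.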

We therefore performed RNA-seq on the neural tubes isolated from E9.0 (Embryonic Day 9.0; E9.0) EpoR-null and littermate control embryos. The E9.0 time point was chosen because EpoR is highly expressed in the developing nervous system of control embryos at E9.0^6^, the embryos have not yet developed significant anemia from lack of EpoR signaling^62^, and the neural tube at E9.0 is a rich source of neural progenitor cells^63,64^. 

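Of the 12703 genes tested, 606 had p < 0.001 and FDR < 0.05 in the exact test of edgeR, of which 488 were lower and 118 were higher in the EpoR-null neural tubes. At FDR < 0.05 alone there were 928 genes, 698 lower and 230 higher. In each of the 606 genes, both EpoR-null samples lay on the same side of all 3 controls, and 425 of them changed more than 1.5-fold (383 lower, 42 higher). Their log2 fold changes ranged from -2.534 to 1.773, with a median absolute value of 0.6769. The biological coefficient of variation of the common dispersion was 0.2323. Among genes passing both thresholds, the 10 with the largest absolute log2 fold change were all lower in the EpoR-null neural tubes, with Kcna3 (-2.53, standard error 0.54, FDR 0.0004451), D830031N03Rik (-2.53, standard error 0.57, FDR 0.003358) and Xylt1 (-2.39, standard error 0.43, FDR 1.49e-05) first, followed by Zbed6, Gdf7, Cbl, an uncharacterized RIKEN cDNA gene, Hipk2, Glis3 and Eif2c2. Several of them had few reads in EpoR-null replicates 1 and 2. These were Kcna3 (11 and 6 reads), Xylt1 (15 and 15), Gdf7 (10 and 11), the uncharacterized RIKEN cDNA gene (5 and 6) and Glis3 (16 and 29). D830031N03Rik differed between the EpoR-null replicates (5.8085 and 1.4085 CPM).

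**Figure D1:**
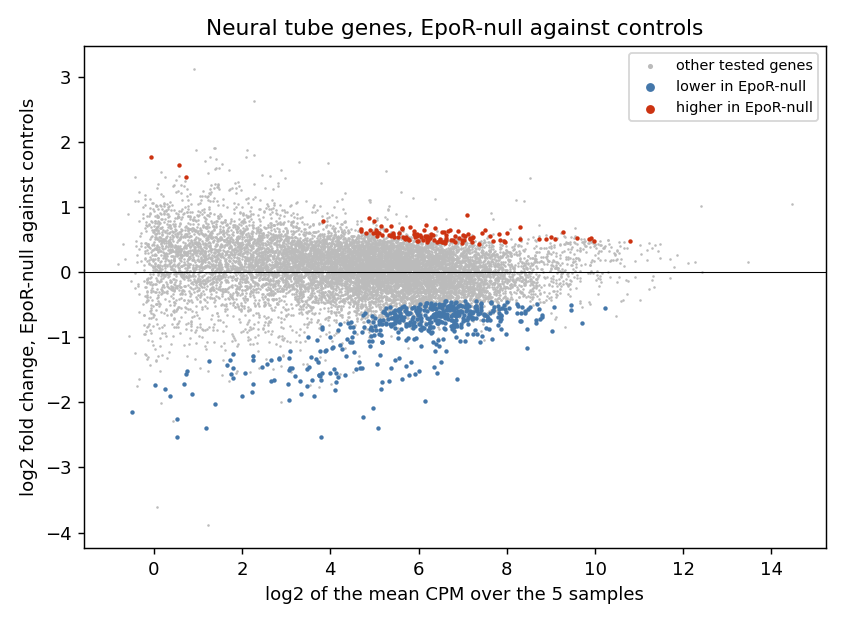
Each point is 1 of the 12703 genes tested, with the log2 of its mean CPM over the 5 samples on the horizontal axis and its log2 fold change between EpoR-null samples and controls on the vertical axis. Coloured points are the 606 genes past both thresholds, of which the 488 lower genes lie below 0 and the 118 higher genes above it.

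The number of genes depended most on the test and on single samples. The quasi-likelihood F-test without the replicate block gave 0 genes at either threshold, with a lowest FDR of 0.05898 and 1023 genes at FDR < 0.1. With the replicate number as a replicate block, the same test gave 291 genes past both thresholds and 695 genes with FDR < 0.05. All of these lay close to the threshold, with a lowest FDR of 0.04103. The pairing of samples by replicate number is taken from the sample labels. Across genes, which are not independent replicates, the difference between wild type replicates 1 and 2 correlated with the difference between EpoR-null replicates 1 and 2 (Pearson's r 0.4271, Spearman's rho 0.5289). With each sample left out in turn, the exact test gave from 115 to 2296 genes with p < 0.001 and FDR < 0.05.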

In total, 574 genes were differentially expressed in the EpoR-null neural tubes compared to neural tubes from littermate controls (p < 0.001, FDR < 0.05; EpoR+/+ n = 2, EpoR+/− n = 1, EpoR−/− n = 2; Fig. 6).

**Figure 6:**
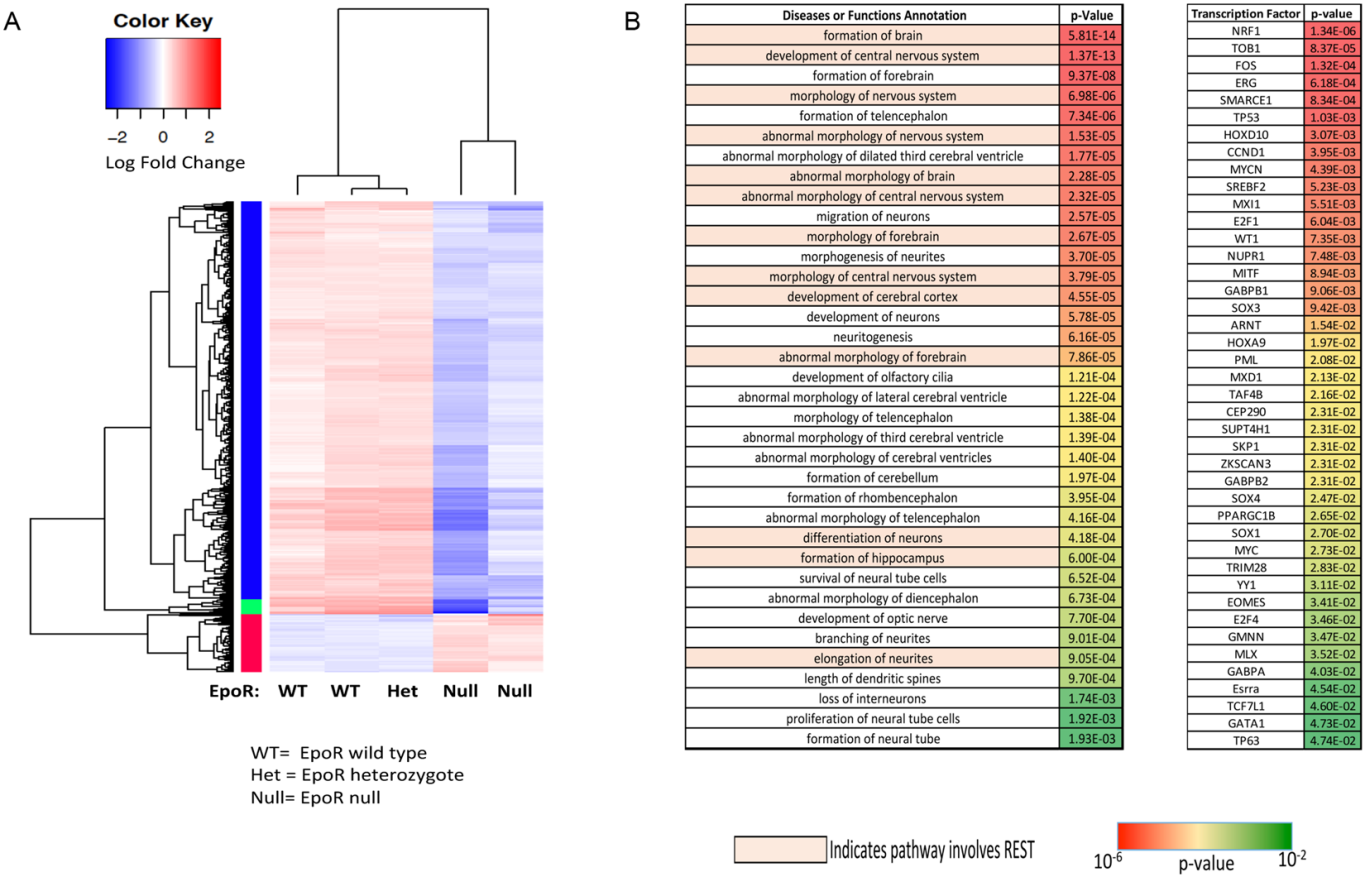
Transcriptome analyses of EpoR-null and control cells. (**A**) Heat map of genes differentially expressed in neural tubes isolated from EpoR null and littermate control E9.0 embryos. (**B**) Left panel: Diseases or Functional Annotations identified through Ingenuity Pathway Analyses of differentially expressed genes. Pathways highlighted in orange include REST. Right panel: Transcription factors predicated to be upstream of genes differentially expressed between EpoR-null and littermate control neural tubes. NRF1 is the most significantly enriched transcription factor predicted to be upstream of the differentially expressed genes.

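Ccnd2, which encodes cyclin D2, lies on chromosome 6 of GRCm38 from 127125162 to 127152193 on the minus strand. Its expression was 1676.3 ± 80.06 CPM (SD, n = 3) in the controls and 1052.4 ± 266.3 CPM (SD, n = 2) in the EpoR-null neural tubes, a log2 fold change of -0.671 (standard error 0.1999; exact test of edgeR, p = 0.001031, FDR 0.02139). Both EpoR-null samples (864.11 and 1240.7 CPM) were below the lowest control (1594.9 CPM). The quasi-likelihood F-test gave an FDR of 0.1067 for Ccnd2 without the replicate block and 0.06471 with it (log2 fold change -0.729). Trim71, a regulator of progenitor proliferation on chromosome 9 from 114507133 to 114564369 (minus strand), had 49.673 ± 1.543 CPM (SD, n = 3) in controls against 14.282 ± 0.7682 CPM (SD, n = 2) in EpoR-null neural tubes. Its log2 fold change was -1.796 (standard error 0.169), with the lowest adjusted p-value of all genes tested (exact test, p = 4.71e-24, FDR 5.983e-20). For Trim71 the FDR of the quasi-likelihood F-test was 0.05898 without the replicate block and 0.04103 with it (log2 fold change -1.807). Leaving out each sample in turn kept the log2 fold change of Trim71 between -1.856 and -1.744, and that of Ccnd2 between -0.958 and -0.434. In the exact test, Ccnd2 no longer passed the FDR threshold without wild type replicate 1 (FDR 0.2172), wild type replicate 2 (0.17) or the heterozygote (0.1684). Trim71 passed it in each of these fits. With offsets for transcript length and GC content, added after seeing the data, the likelihood-ratio test of edgeR gave -1.300 for Trim71 (FDR 5.028e-09) and -0.306 for Ccnd2 (FDR 0.8904). In the quasi-likelihood F-test with these offsets, Trim71 had an FDR of 0.1459, and of 0.1515 with the replicate block. From the lower counts of both genes, the paper concludes that genes promoting cell cycle progression were less expressed in the absence of EpoR.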

Compared to controls, EpoR-null cells had lower expression of genes that promote cell cycle progression, such as ccnd2 (log fold change −0.69, p < 10^−3^, FDR < 10^−2^) and Trim71 (log fold change −1.8, p < 10^−14^, FDR < 10^−10^). The EpoR-null cells also had lower expression of multiple genes associated with DNA damage response, including ATM (log fold change −0.85, p < 10^−5^, FDR < 10^−5^), ATR (log fold change −0.61, p < 10^−2^, FDR < 0.05), and cdk12 (log fold change −0.65, p < 10^−2^, FDR < 10^−2^) and altered expression of genes regulating apoptosis including mdm4 (log fold change −1.4, p < 10^−7^, FDR < 10^−7^), hipk2 (log fold change −2.0, p < 10^−12^, FDR < 10^−12^), and myst3 (log fold change 1.1, p < 10^−7^, FDR < 10^−4^). 

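In the exact test of edgeR, Atm (chromosome 9 of GRCm38, 53439149 to 53536740, minus strand) had a log2 fold change of -0.838 (standard error 0.1499, FDR 1.259e-05), from 92.977 ± 5.782 CPM (SD, n = 3) in controls to 52.025 ± 5.499 CPM (SD, n = 2) in EpoR-null neural tubes. Atr (chromosome 9, 95857597 to 95951781, plus strand) changed by -0.595 (standard error 0.1696, FDR 0.01396), from 74.716 ± 8.833 to 49.433 ± 2.879 CPM. Cdk12 (chromosome 11, 98203059 to 98278504, plus strand) changed by -0.629 (standard error 0.1371, FDR 0.000514), from 97.423 ± 6.682 to 62.968 ± 1.453 CPM. Among the genes regulating apoptosis, Mdm4 (chromosome 1, 132959484 to 133030561, minus strand) had a log2 fold change of -1.441 (standard error 0.2765, FDR 0.0001025), from 70.174 ± 6.538 to 25.891 ± 10.17 CPM. Hipk2 (chromosome 6, 38694390 to 38876165, minus strand) changed by -2.085 (standard error 0.243, FDR 4.781e-12), from 44.878 ± 3.622 to 10.615 ± 3.06 CPM. Myst3, listed in the files under this older symbol and without a position in the annotation under it, had a log2 fold change of -1.057 (standard error 0.1887, FDR 1.512e-05), from 167.55 ± 11.57 to 80.553 ± 18.16 CPM. For all 6 genes, both EpoR-null samples were below every control.

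**Figure D2:**
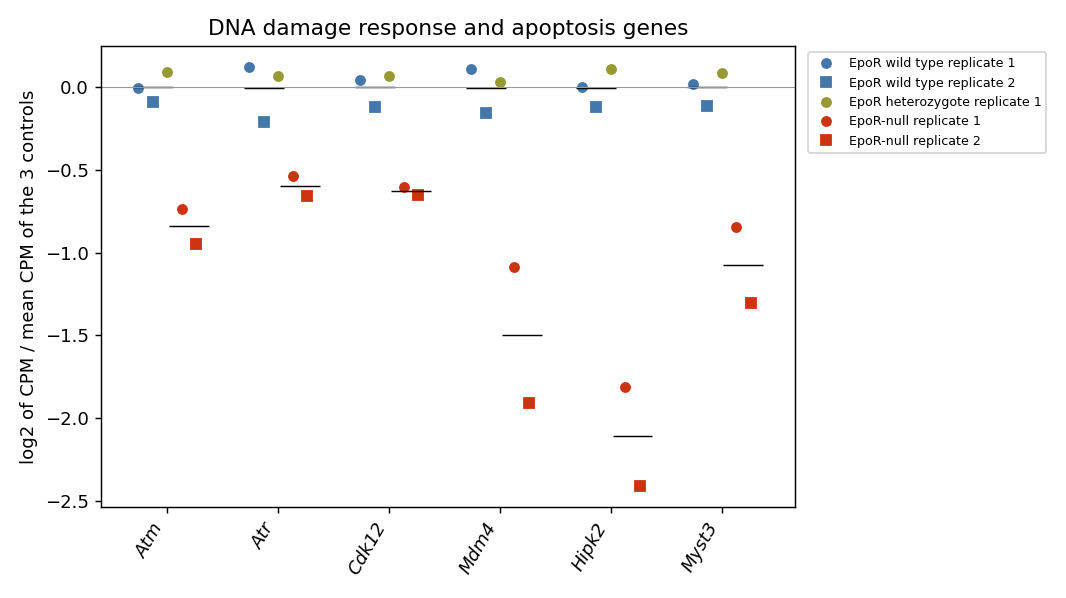
Expression of the 6 genes in each sample, as the log2 of its CPM over the mean CPM of the 3 controls. Points are single samples, with circles for replicate 1 and squares for replicate 2, and horizontal lines are group means. The EpoR-null points lie below 0 for every gene, lowest for Hipk2 (8.4512 and 12.779 CPM against at least 41.261 CPM in controls).

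The quasi-likelihood F-test gave FDR values of 0.05898 (Atm and Hipk2), 0.0854 (Atr), 0.05971 (Cdk12), 0.07104 (Mdm4) and 0.06151 (Myst3) without the replicate block. With the replicate block the FDR was from 0.04103 to 0.04523 for all 6, for example 0.04523 for Atr (log2 fold change -0.552) and 0.04103 for Myst3 (log2 fold change -1.024). Without wild type replicate 1, Atr (log2 fold change -0.531, FDR 0.3536 in the exact test) and Cdk12 (-0.608, FDR 0.1162) fell short of FDR < 0.05. Without the heterozygote, both did so too (Atr -0.562, FDR 0.1991, and Cdk12 -0.595, FDR 0.05944). When offsets for transcript length and GC content were applied, a setting added after seeing the data, the likelihood-ratio test of edgeR left Mdm4 (log2 fold change -1.060, FDR 2.305e-05) and Hipk2 (-1.705, FDR 3.778e-12) past FDR < 0.05, but not Atm (-0.270, FDR 0.4821), Atr (-0.100, FDR 0.9737) or Cdk12 (-0.331, FDR 0.185). In the quasi-likelihood F-test with these offsets, Mdm4 and Hipk2 each had an FDR of 0.1459, and of 0.1515 with the replicate block. Myst3 has no transcript length under its symbol and was not in the fits with offsets. The paper reads these changes as lower expression of the DNA damage response and altered expression of regulators of apoptosis.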

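Of the 8 genes the paper names for cell cycle progression, DNA damage response and apoptosis (Ccnd2, Trim71, Atm, Atr, Cdk12, Mdm4, Hipk2 and Myst3), all were lower in EpoR-null than in control neural tubes. Log2 fold changes ran from -2.085 for Hipk2 to -0.595 for Atr. Measured within replicate number 1, as EpoR-null against the mean of the wild type and heterozygous samples, they were from -1.828 (Hipk2) to -0.6263 (Atr). Within number 2, EpoR-null against wild type, they were from -2.222 (Hipk2) to -0.4363 (Ccnd2). Offsets for transcript length and GC content, added after seeing the data, gave the highest FDR of any alternative to Atr (log2 fold change -0.100, FDR 0.9737 in the likelihood-ratio test of edgeR) and Ccnd2 (-0.306, FDR 0.8904). Among the alternatives set before the count tables arrived, a common dispersion gave these 2 genes their highest FDR (0.5195 for Atr and 0.4039 for Ccnd2). The paper takes these data as further support for a role of EPO signaling in the survival and proliferation of neural progenitors.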

These data further support a role for EPO signaling in promoting the survival and proliferation of fetal neural progenitor cells.

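Rest, which encodes the transcriptional repressor REST, lies on chromosome 5 of GRCm38 from 77265491 to 77286432 on the plus strand. It had 29.21, 25.919 and 26.673 CPM in wild type replicate 1, wild type replicate 2 and the heterozygote (707, 1088 and 617 reads), against 11.011 and 7.3948 CPM in EpoR-null replicates 1 and 2 (218 and 210 reads). The group means were 27.267 ± 1.724 CPM (SD, n = 3) and 9.2029 ± 2.557 CPM (SD, n = 2), and the log2 fold change was -1.572 (standard error 0.2615; exact test of edgeR, p = 1.175e-08, FDR 4.264e-06). Against wild type littermates only, with the heterozygote as its own group, the log2 fold change was -1.586 (quasi-likelihood F-test, FDR 0.3137). No gene had a lower FDR in that fit. The exact test without the heterozygote gave -1.587 (FDR 0.0006949). The quasi-likelihood F-test against all 3 controls gave an FDR of 0.05898 without the replicate block and 0.04103 with it (log2 fold change -1.542). With single samples left out, the log2 fold change stayed between -1.881 and -1.309. It was -1.198 with offsets for transcript length and GC content, added after seeing the data (likelihood-ratio test of edgeR, FDR 2.147e-05; quasi-likelihood F-test, FDR 0.1459). From this difference the paper concludes that EpoR-null cells expressed less REST than their littermates.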

Consistent with our *ex vivo* data in human fetal neural progenitor cells, the EpoR-null cells had significantly lower expression of REST (log fold change −1.5, p < 10^−7^, FDR < 10^−4^) than wild type littermate controls. Ingenuity pathway analyses of the differentially expressed genes identified multiple functional annotations involving nervous system development including “formation of brain” (p = 5.8e-14) and “development of central nervous system” (p = 1.37e-13) as well as “survival of neural tube cells” (p = 6.25e-4). 

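In the exact test of edgeR, 425 genes passed both thresholds of the paper (p and FDR) together with a fold-change cut of 1.5. Of these, 383 were lower and 42 higher in EpoR-null neural tubes. The paper's methods state this cut for pathway analysis between EPO treatments, and do not state it for the neural tubes. Without the fold-change cut there were 606 genes, 488 lower and 118 higher. With DESeq2 in place of edgeR, 1041 genes passed both thresholds. The Ingenuity annotations themselves were not recomputed, since their database was not among the files analysed here. Among its own differentially expressed genes, the paper reports several annotations that concern nervous system development.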

Many of these pathways included REST (Fig. 6B). Also consistent with our *in vitro* data, IPA analyses identified NRF1 as the most enriched transcription factor upstream of the differentially expressed genes (Fig. 6B, p = 1.34e-6). 

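The gene with the symbol Nrf1 (chromosome 6 of GRCm38, 30047988 to 30153458, plus strand) had 87.415 ± 4.386 CPM (SD, n = 3) in controls and 86.059 ± 7.773 CPM (SD, n = 2) in EpoR-null neural tubes. The difference, a log2 fold change of -0.022 (standard error 0.1397; exact test of edgeR, FDR 0.9608), was smaller than the spread between samples. Nfe2l1 (chromosome 11, 96817414 to 96829968, minus strand), a different transcription factor also called NRF1, had 180.13 ± 8.886 CPM (SD, n = 3) in controls and 151.06 ± 3.488 CPM (SD, n = 2) in EpoR-null neural tubes, a log2 fold change of -0.254 (standard error 0.1341; exact test of edgeR, FDR 0.2806). For Nfe2l1, both EpoR-null samples (148.6 and 153.53 CPM) were below every control (172.37 to 189.82 CPM). Without EpoR-null replicate 1 the log2 fold change of Nrf1 was 0.0655. In its discussion the paper describes NRF1 as a cap n collar factor that pairs with small Maf proteins. It gives no second name, so which of these genes it means is left open, and both are given here. The enrichment of NRF1 was inferred by the paper from the differentially expressed genes and not from the expression of NRF1.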

Nrf1 regulates proteasome gene expression and the expression of genes involved in mitochondrial biogenesis^55,56^. 

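The 14 genes listed in Table S2 encode subunits of the respiratory chain and ATP synthase. In the exact test of edgeR their log2 fold changes between EpoR-null and control neural tubes ran from 0.5184 (Atp5g3) to 0.7062 (Ndufa3), with FDR from 0.000313 (Cox6c) to 0.03897 (Cox6a1), and 13 of the 14 had p < 0.001. For all 14, both EpoR-null samples had more CPM than every control. Ndufa3 (chromosome 7 of GRCm38, 3617373 to 3620327, plus strand) had 28.242 ± 1.952 CPM (SD, n = 3) in controls and 46.037 ± 0.4669 CPM (SD, n = 2) in EpoR-null neural tubes. Cox6c (chromosome 15, 35925886 to 35938246, minus strand) had 86.14 ± 4.509 CPM (SD, n = 3) and 135.16 ± 12.49 CPM (SD, n = 2), a log2 fold change of 0.651 (standard error 0.1414). Atp5g3 (chromosome 2, 73908447 to 73911326, minus strand), with the most counts of the 14, had 266.83 ± 11.62 CPM (SD, n = 3) and 382.12 ± 35.53 CPM (SD, n = 2). Psmb4, a subunit of the proteasome core (chromosome 3, 94884093 to 94886961, minus strand), had 159.29 ± 8.347 CPM (SD, n = 3) in controls and 234.35 ± 53.77 CPM (SD, n = 2) in EpoR-null neural tubes. Its log2 fold change was 0.557 (standard error 0.1894; exact test, p = 0.002927, FDR 0.04293).

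**Figure D3:**
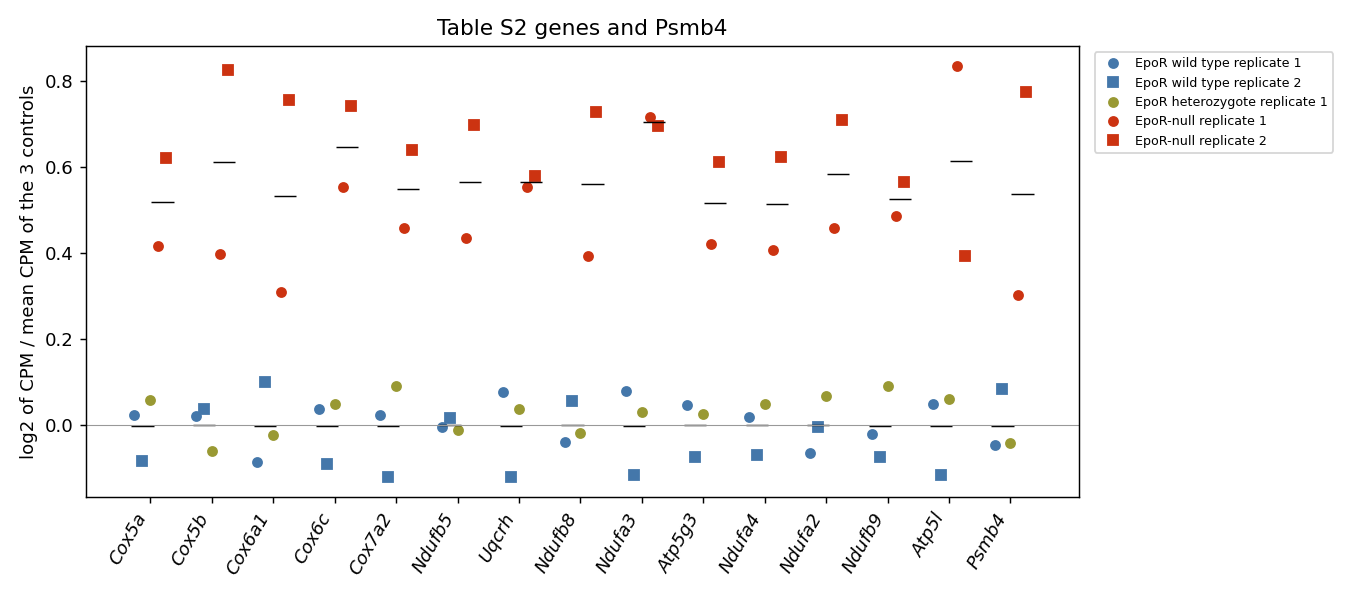
Expression of the 14 genes of Table S2 and of Psmb4 in each sample, as the log2 of its CPM over the mean CPM of the 3 controls. Points are single samples, with circles for replicate 1 and squares for replicate 2, and horizontal lines are group means. Both EpoR-null points lie above every control for each of the 14 genes, and for Psmb4 they are at 196.33 and 272.38 CPM against 154.27 to 168.93 CPM.

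With the quasi-likelihood F-test the FDR of the 14 genes was from 0.05921 to 0.1187 without the replicate block. With the replicate block, 7 of the 14 had FDR < 0.05, the log2 fold changes ran from 0.4899 to 0.7255, and Psmb4 had a log2 fold change of 0.495 (FDR 0.0677). Without EpoR-null replicate 2 the log2 fold change of Psmb4 was 0.299. Psmb4 missed FDR < 0.05 in the exact test without wild type replicate 1 (0.4461), wild type replicate 2 (0.1802) or the heterozygote (0.2658). Without wild type replicate 1, none of the 14 genes had FDR < 0.05 (0.05642 for Cox6c to 0.4446 for Cox6a1). Without wild type replicate 2 only Cox6c did (0.03059). Without the heterozygote only Cox6c (0.02035) and Uqcrh (0.04848) did. The log2 fold changes stayed positive in these fits.
Over the whole gene families, 77 of 78 tested genes of oxidative phosphorylation had a positive log2 fold change, with a mean of 0.4747 (camera gene set test of limma, FDR 1.741e-22), and 42 of them had FDR < 0.05. Camera was run at a preset inter-gene correlation of 0.01, which takes the genes of a set as nearly independent. Its FDR may therefore be too low for genes that change together. Of 35 proteasome subunit genes, 32 had a positive log2 fold change, with a mean of 0.2946 (camera, FDR 3.27e-06), and 2 had FDR < 0.05. With each sample left out in turn, the mean of the proteasome genes was from 0.121 to 0.4404 and that of the oxidative phosphorylation genes from 0.3572 to 0.5729. Offsets for transcript length and GC content, added after seeing the data, moved both means further, to 0.08002 and 0.1761, and the proteasome genes then no longer passed the camera test at the 0.05 level. In the likelihood-ratio test of edgeR with these offsets, 11 of the 14 genes of Table S2 no longer had FDR < 0.05, for example Cox6a1 with a log2 fold change of 0.037 (FDR 0.9935), nor did Psmb4 with 0.177 (FDR 0.8423). The other 3 (Cox6c, Ndufb5 and Atp5l) have the longest annotated transcripts of the 14 (3038, 3127 and 6310 bases, against 572 to 2142). The offsets lowered them little or raised them (0.616, 0.538 and 0.988 after, against 0.654, 0.575 and 0.632 before). They kept FDR < 0.05 in the likelihood-ratio test (0.0002376, 0.003659 and 1.553e-12) but not in the quasi-likelihood F-test with offsets (0.1459, 0.1459 and 0.08955). The offsets rest on the longest annotated transcript, and which transcript is expressed was not checked. Whether the change of these 3 genes outlasts the length trend is therefore left open. From its own values in Table S2 and for PSMB4, the paper concludes that the expression of these genes was modestly decreased.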

The EpoR-null cells had modest but significant decreases in the expression of multiple genes important for mitochondrial biogenesis (Table 2S) as well as the proteasomal subunit PSMB4 (log fold change −0.5, p < 0.005, FDR < 0.05). 

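The values behind this link in the neural tubes are those of Rest, of the genes of Table S2 and of Psmb4. Rest had a log2 fold change of -1.572 (exact test of edgeR, FDR 4.264e-06), the 14 genes of Table S2 had log2 fold changes from 0.5184 to 0.7062, and Psmb4 had 0.557 (FDR 0.04293). With the length and GC content offsets, added after seeing the data, the likelihood-ratio test gave -1.198 for Rest (FDR 2.147e-05) and 0.177 for Psmb4 (FDR 0.8423). The quasi-likelihood F-test with these offsets gave an FDR of 0.1459 for Rest and 0.4714 for Psmb4. The paper joins the change in Rest, the upstream analysis of Fig. 6B and the changes in mitochondrial and proteasomal genes into a link between EPO signaling and the programs of REST and NRF1.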

These data further support a link between EPO signaling and the REST- and NRF1-mediated transcriptional programs.

## Discussion

Erythropoietin signaling is important both for normal neural development and recovery from neural injury^4,14,15,25^. Our data demonstrates that EPO treatment is associated with changes in the epigenetic landscape of human fetal neural progenitor cells. These changes were highly enriched at gene promoters and putative regulatory elements (Figs 1D, 3B). Analyses of the DNA sequences underlying these regions revealed overrepresentation of motifs known to be associated with EPO signaling, including STAT3 and STAT5, as well as motifs of factors not previously described as being downstream of EPO signaling in neural cells, including REST and NRF1 (Fig. 4A,B, S4). NRF1 and REST were subsequently found to extensively co-localize with the DBRs (Fig. 5A). Analyses of the genes closest to the DBR identified many pathways relating to neural development and neural protection. Global transcriptome analyses of primary EpoR-null neural tubes from E9.0 embryos revealed changes in the expression of genes that regulate the proliferation, maturation, and survival of neural progenitors and further suggested a connection between EPO signaling, REST, and NRF1, although the specific mechanism of how these factors work together remains to be uncovered.

NRF1 is a cap n collar transcription factor that regulates the expression of anti-oxidant, cytoprotective, mitochondrial, and proteasome genes^55,57,65,66^. NRF1 activates expression of target genes by heterodimerizing with small Maf proteins and binding to either antioxidant response element (ARE) or Maf Recognition Elements (MAREs)^56,67,68^. NRF1 is highly expressed during erythropoiesis^69^ and in the developing nervous system^70^. Our data suggests that NRF1 is a mediator of EPO signaling in neural progenitor cells. Intriguingly, there are many parallels between the phenotype of NRF1 knockout and EpoR knockout mice, both of which are embryonic lethal mid-gestation due to severe anemia^2,71^. Targeted deletion studies have demonstrated that NRF1 is essential for cellular homeostasis in a number of biologic contexts, including the brain^54,55,72,73^. The role of NRF1 in the setting of recovery from hypoxic-ischemic insult is less clearly delineated, however cell culture models attempting to recapitulate hypoxic-ischemic conditions suggest that increased NRF1 expression is associated with neural protection^66^ and increased NRF1 expression was associated with neuronal survival in mice after excitotoxic brain injury^74^.

REST is an epigenetic modifier that has an important role in the regulation of neural cell maturation, function, and survival^43,58,75–78^. REST is highly expressed in the developing nervous system, peaking in the second trimester^8^. REST expression decreases near the time of birth but eventually expression increases again in the sixth to seventh decade of life^58^. Elevated levels of REST in the human brain are associated with preservation of cognitive function during aging^58^. In addition, increased expression of REST is neuroprotective in animal models of Parkinson’s disease, epilepsy, and fetal alcohol syndrome^79–81^. REST binds to the RE1 sequence and via zinc fingers exerts its effects on gene expression by recruiting cofactors such as CoREST^82^, the histone deacetylase mSin3a^83^, the histone H3 lysine 9 methylase G9a, and members of the SWI/SNF family of chromatin remodelers^76,84^. The complex interactions between REST and its co-repressors mediates short-and long-term gene repression in a both cell type- and developmental stage- specific manner^43^.

Our data connect EPO signaling to the level of REST expression both *in vitro* and *in vivo* (Figs 2A–C and 6) and implicate REST as a downstream mediator of EPO signaling (Figs 4A,B and 6). Of note, REST can also occupy repressed regions devoid of active epigenetic marks, such as H3K4me2 and H4Ac^84–88^. Increased REST occupancy at those sites may be also be important mediators of EPO’s effect in the developing nervous system, but those sites cannot be evaluated with our current data sets. Somewhat unexpectedly, EPO treatment was associated with increased H3K4me2 occupancy and higher levels of gene expression near REST-associated DBR, despite the fact that REST is generally considered to be a transcriptional repressor. There are several possible explanations for this observation. This first is that REST can occupy regions that are “poised” for activation, repressing gene expression until a stimulus causes it to be evicted^43,84,88^. The second is that REST is well described to co-localize with active histone modifications and its function at those sites is determined by co-factor occupancy^84,89^.

Our data demonstrate extensive co-localization of NRF1 and REST at DBR, suggesting that there may be a functional relationship between these factors. Published data regarding functional interactions between NRF1 and REST are limited, however a recent study done in neural progenitor cells demonstrated that REST can facilitate NRF1 occupancy by promoting local DNA hypomethylation^90^. Together with our data, this raises the possibility that the increase in REST expression following EPO treatment (Fig. 2A–C) facilitates NRF1 binding and activity at a subset of DBRs. The decreased expression of NRF1 target genes following EpoR deletion in primary murine neural cells (Table S2) is consistent with this model. EPO likely exerts its neuroprotective effects via a number of different mechanisms. We speculate that in neural progenitor cells, one of those mechanisms is increased REST expression, which then promotes the activity of NRF1, and the expression of cytoprotective and antioxidant genes that are likely to be beneficial in the setting of hypoxic ischemic insult. Future studies further elucidating the relationship between the epigenetic landscape, REST, NRF1, and gene expression are likely to provide valuable insights into the molecular mechanisms regulating neurodevelopment and recovery from neural injury.

The signaling pathways, epigenetic, and transcriptional changes downstream of EpoR are incredibly complex. We performed our *in vitro* studies following 24 hours of EPO treatment to assess steady state changes in the chromatin landscape and transcriptome, similar to those that might occur following exogenous treatment with EPO for neuroprotection. The signaling pathways downstream of EPO receptor signaling are highly dynamic, with phosphorylation of signaling mediators such as STAT5 peaking shortly after EPO receptor activation^28^. It is likely that serial assessment of epigenetic and transcriptional changes beginning shortly after EPO administration would reveal additional transcriptional and epigenetic modifications downstream of EpoR activation. Similarly, there are likely additional transcriptional and epigenetic changes that occur following EPO administration in the context of stress environments such as hypoxia, nutrient deprivation, glutamate toxicity, or hypoxia-ischemia reperfusion injury. Attempting to recapitulate these insults *in vitro* can be somewhat artificial and can significantly confound analyses of the effect of EpoR signaling. For these reasons, we performed our *ex vivo* genomic studies in neural progenitors with the addition of EPO as the only variable. In addition, the signaling pathways, epigenetic, and transcriptional changes downstream of EpoR are also likely to be cell type- and developmental stage- specific. Future studies examining the effects of EPO signaling in other cell types that promote recovery from neurologic injury, or studies done in the setting of stress conditions, will likely provide important insights into the molecular mechanisms underlying the neuroprotective effects of EPO treatment.

In conclusion, our data provide an unbiased assessment of the effect of EPO signaling on the epigenome and transcriptome of fetal human neural progenitor cells, identifying REST and NRF1 as associated with EPO signaling. These results were further supported by global transcriptome analyses of primary EpoR-null neural tubes. Together, these data provide novel insights into the molecular mechanisms downstream of EPO signaling in the developing brain.

## Methods

### Ethics Statement

IRB approval was obtained for studies using de-identified human tissues, University of Rochester Subjects Review Board (RSRB) #00024759. The University of Rochester’s Committee on Animal resources approved all experiments utilizing mice (UCAR 101396). All experiments were performed in accordance with relevant guidelines and regulations.

### Isolation, Immortalization, and Culture of Human Fetal Neural Cells

Human neural progenitors were isolated from the ventral mesencephalon of 10-week-old fetal brain, and transduced with v-myc-expressing lentivirus as previously described^91,92^. These immortalized hVM1 neural progenitors demonstrated extensive self-renewal in the presence of 20ng/ml bFGF and EGF, and can be differentiated into TuJ1, LMX1A and tyrosine hydroxylase (TH) expressing neurons by pretreatment with 2 µM purmorphamine and 20ng/ml sonic hedgehog (Shh C24Il) followed by withdrawal of FGF2 and EGF, and addition of 10 nM all-trans retinoic acid (ATRA), 10ng/ml BDNF and 10ng/ml GDNF in Neurobasal B-27 medium. Mitogen withdrawal and treatment with 10% fetal bovine serum or 20ng/ml bone morphogenetic protein-4 induced differentiation into GFAP expressing astroglia^93^. Following establishment of the cultures, Myc-immortalized neural progenitor cells were grown in DMEM/F12 with N2 supplement (Fisher), 20ng/ml EGF and FGF (Miltenyi Biotec, CA), with gentamycin in lamin (1.25ng/cm^2^) coated flasks. The cells were passaged every 4 days. Cells were treated with EPO (Amgen; 10,000 U/ml) 10ug/ul for 24hrs prior to ChIP-seq and RNA-seq experiments. For the quantitative PCR validation of REST mRNA expression, cells were treated with various concentrations of EPO (0, 0.4, 2, or 10 U/ml) for 24 hours prior to RNA isolation. For the validation of REST protein expression, cells were treated with EPO 10U/ml for 24 hours prior to protein isolation.

### Animals, Generation of Timed Embryos, and RNA Preparation

The University of Rochester Committee on Animal Resources approved all experiments involving animals. EpoR+/− mice^3^ were bred to generate timed pregnancies. Mice were bred overnight and vaginal plugs checked after 12 hours (Embryonic Day 0.5; E0.5). At E9.0, the pregnant dam was anesthetized and sacrificed via cervical dislocation and the embryos dissected for further analyses. Embryos were genotyped as previously published^4^. Neural tubes were obtained using a combination of manual and enzymatic dissection. RNA was isolated using the PicoPure RNA Isolation kit (ThermoFisher).

### Antibodies for Western Blot and Chromatin Immunoprecipitation Assays

Antibodies used in this study included H3K4me2 (Abcam), H4Ac (Abcam), and REST (Abcam).

### ChIP Sequencing and Annotation

Chromatin Immunoprecipitation and library preparation were done as previously described^94,95^. Library quality was evaluated on a Bioanalyzer and sequencing was performed on a HiSeq. 2500 Rapid Run to obtain 1 × 50 bp reads. Each library was sequenced to at least 25 million raw reads. Quality control was executed on sequenced reads using Trimmomatic (v0.32). All quality reads were aligned to hg19 using Bowtie (-m 1) to exclude multi-mapping reads. Aligned reads were de-duplicated using picard-tools before peaks were called for each replicate using MACS2. Significant peaks were annotated with their genomic location using CEAS (v1.0.2). The bedtools (v2.25.0) intersect function was used to identify H3K4me2 marks shared between replicates for each treatment.

### Identification of Differentially bound regions

Alignment files were converted to the bed format using bedtools bamtobed function for each replicate in both treatments. Differentially bound regions between treatments were identified using DiffReps-nb^41^. A conservative significance threshold was defined as an adjusted p-value < 0.001 to identify 1,150 significant differentially bound regions between EPO treated and control samples. Differentially bound regions were annotated with their genomic locations using CEAS^96^. Heat maps showing the differences in binding affinity between the 1,150 regions were created using the compute-matrix and plotHeatmap functions within deepTools (v2.2.4).

### Quantitative ChIP Validation of DBR

ChIP assays were performed as previously described^97,98^, with approximately 10 million cells used for each assay. Briefly, DNA was cross-linked to DNA binding proteins using 1% formaldehyde. The cells were lysed and the DNA isolated and sonicated into ~200 bp fragments using a Diagenode Bioruptor. The DNA-protein complexes were immunoprecipitated with an antibody to H3K4me2 (Abcam). DNA-protein complexes were recovered with protein G magnetic beads (Invitrogen). Immunoprecipitated DNA was subjected to quantitative PCR and enrichment compared to total input control calculated as previously described^97,98^. Primers are available on request.

### Co-localization with publically available datasets

Publically available data sets were downloaded from Gene Expression Omnibus (GEO) for REST and NRF1 from the following accession numbers: GSM1010804 and GSM1003630. Co-occupancy, in terms of overlapping marks and peak intensities were evaluated between the 1,150 DBR and the transcription factors of interest. The intersect function of bedtools was used to identify co-located regions between each mark and the differentially bound regions. The heat map visualizations displaying co-location and intensities within the shared regions were constructed using deepTools compute-matrix and plotHeatmap functions.

### RNA-sequencing and Differential Expression Analyses

RNA quality was assessed with an Agilent Bioanalyzer (Sana Clara, CA, USA) prior to polyA selection and library preparation according to Illumina instructions. Libraries were subjected to 65 bp single end sequencing on the Illumina HiSeq. 2500. Library quality was evaluated on a BioAnalyzer and sequencing was performed on a HiSeq. 2500 Rapid Run to obtain 1 × 100 bp reads. Each library was sequenced to at least 20 million raw reads. Quality control was executed on sequenced reads using Trimmomatic (v0.32). All quality reads were aligned to hg19 using Tophat (v2.0.1)^99^ and read counts were quantified using HTSeq (v0.6.1). Replicate quality and relatedness were evaluated in R using spearman correlation, multidimensional scaling, and principle component analysis. All replicates were library size normalized using the trimmed mean of M-values (TMM) and differential expression was executed following standard procedures using the exactTest function within the edgeR manual. Heat maps were generated using the heatmap.2 function in the gplots package. All genes with a fold change greater than 1.5 between Epo treatments were submitted for pathway analysis using Ingenuity Pathway Analysis (v01–07). The 1,150 DBR were extended 10 kb and associated with their nearest genes using the closest function in bedtools. Expression values for the nearest genes were assigned based on the RNA-seq data and box and whisker graphs were generated in R for the Epo treatments.

### Motif enrichment analysis

Motif enrichment analysis (using MEME-ChIP^45^) was conducted on the 1,150 DBR after using RepeatMasker (v4.0.6) to mask any repetitive regions.

### Availability of data and materials

All sequencing data reported in this paper have been deposited in GEO, accession number GSE99372.

## Electronic supplementary material

Supplementary Data

# Supplementary material for: Erythropoietin Signaling Regulates Key Epigenetic and Transcription Networks in Fetal Neural Progenitor Cells
**Source:** Sci Rep. 2017 Oct 30;7:14381. doi: 10.1038/s41598-017-14366-0
**Supplement:** Supplementary file 1 — Supplementary Data

**Supplemental Data for:**

**Erythropoietin Signaling Regulates Key Epigenetic and Transcription Networks in Fetal Neural Progenitor Cells**

Christina Sollinger, \* Jacquelyn Lillis, + Jeff Malik, \* Michael Getman, \* Chris Proschel, ¶ and Laurie Steiner\*§

### **Supplemental figure legends**

**Figure S1.** Spearman correlation heat maps showing global sample relatedness for the H3K4me2 replicates.

**Figure S2.** Validation of H3K4me2 differentially bound regions (DBR) using quantitative ChIP.

**Figure S3.** Spearman correlation heat maps showing global sample relatedness for the RNA-seq replicates.

**Figure S4.** Heat map demonstrating of occupancy of STAT3, STAT5, NRF1, and REST in the 1150 DBR.

**Figure S5.** Pathway analysis of genes associated with DBR containing a REST motif.

**Figure S6.** Pathway analysis of genes associated with DBR containing an NRF1 Motif.

**Figure S7.** Full image of REST western blot shown in Figure 2C.

**Table S1.** Quality metrics of ChIP-seq studies.

**Table S2.** EpoR deletion is associated with changes in the expression of mitochondrial genes.

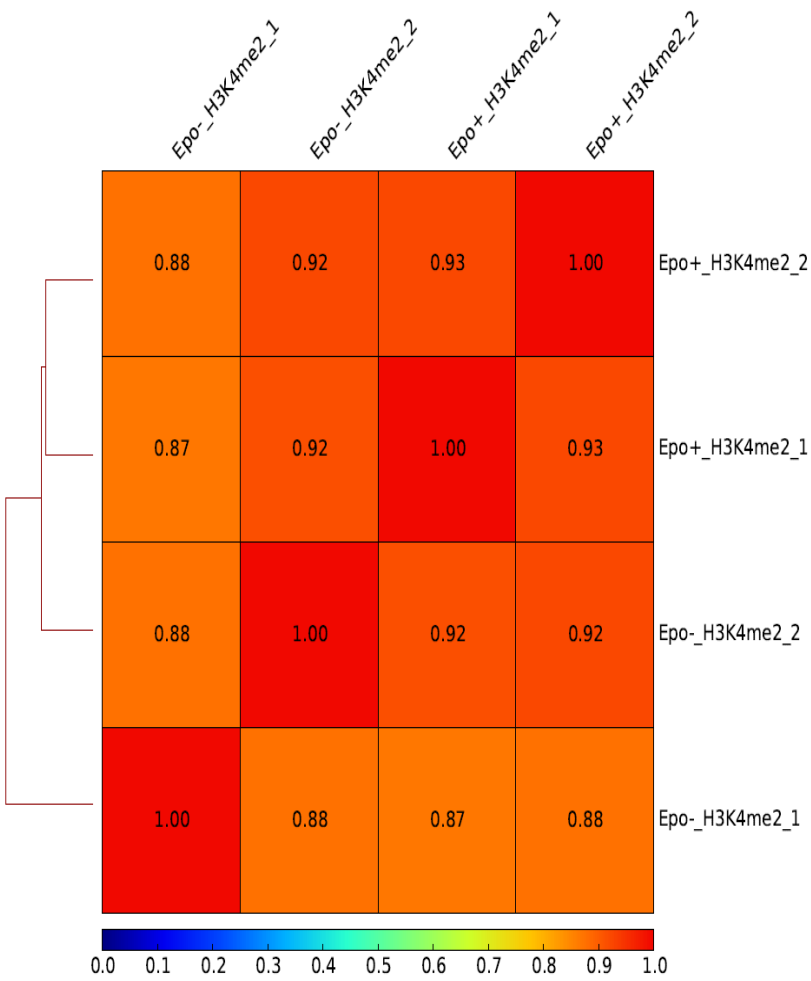

**Figure S1.** Spearman correlation heat maps showing global sample relatedness for the H3K4me2 replicates.

Fold Enrichment relative to total input

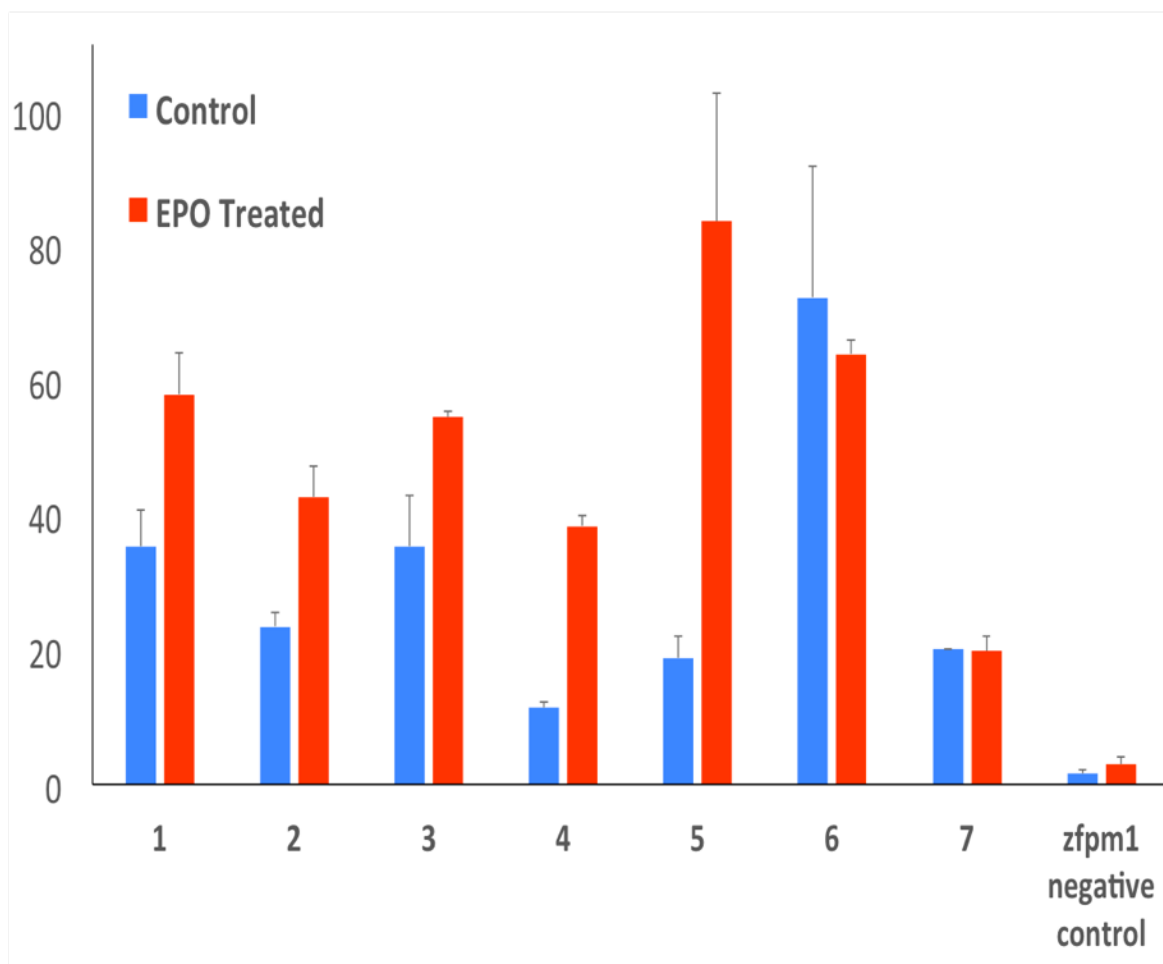

Figure S2: ChIP-qPCR validation of differentially bound regions.

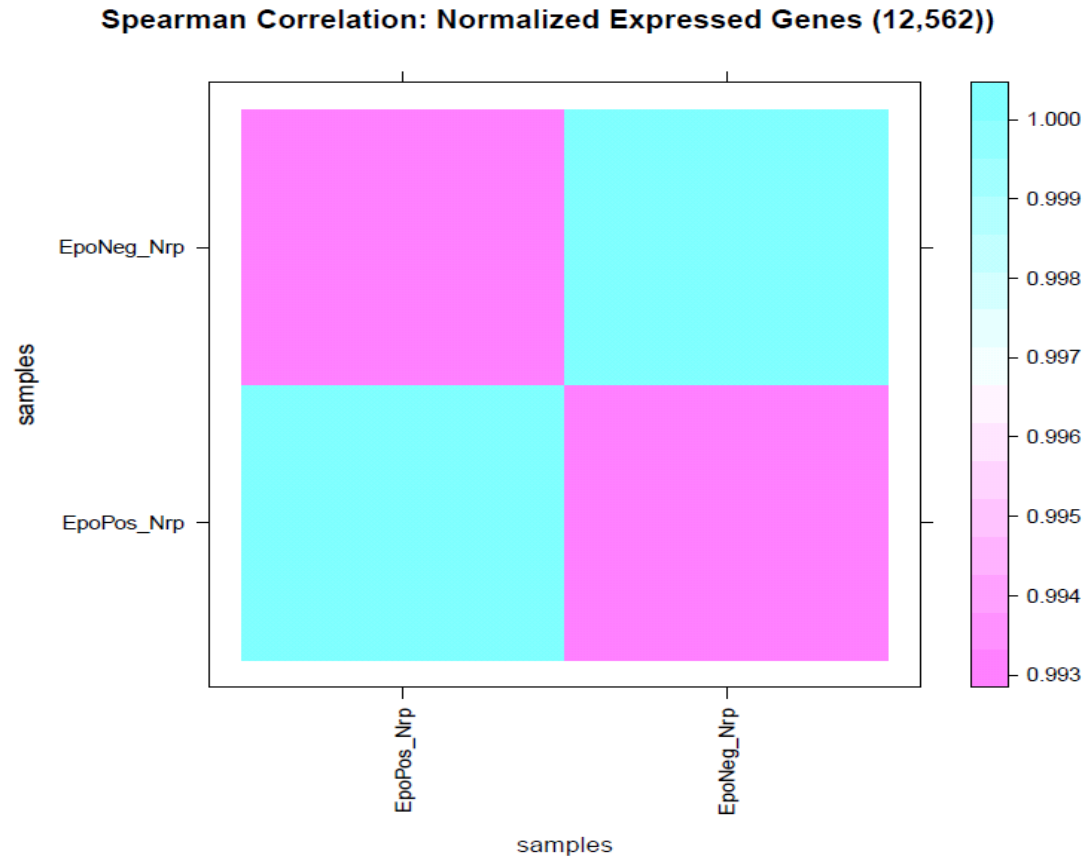

**Figure S3.** Spearman correlation heat maps showing global sample relatedness for the RNA-seq replicates.

Pathway Analysis of Closest Genes to DBR containing REST motif

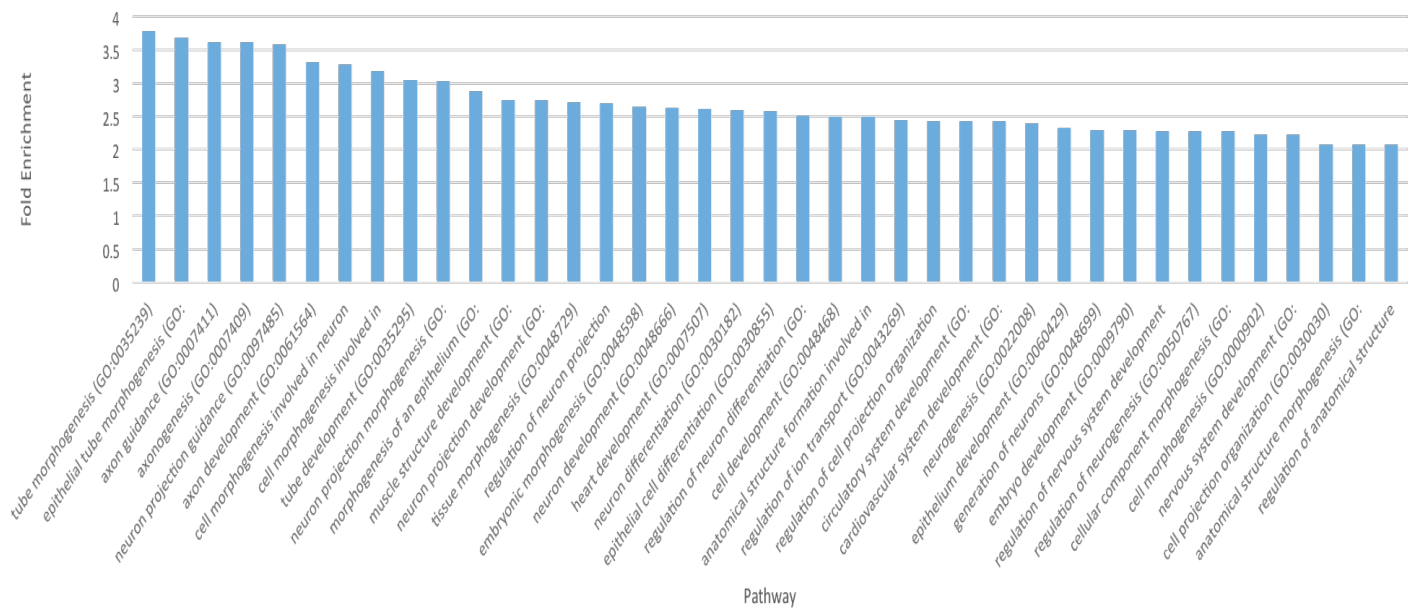

**Figure S5:** Pathway analyses of closest genes to DBR containing REST motif.

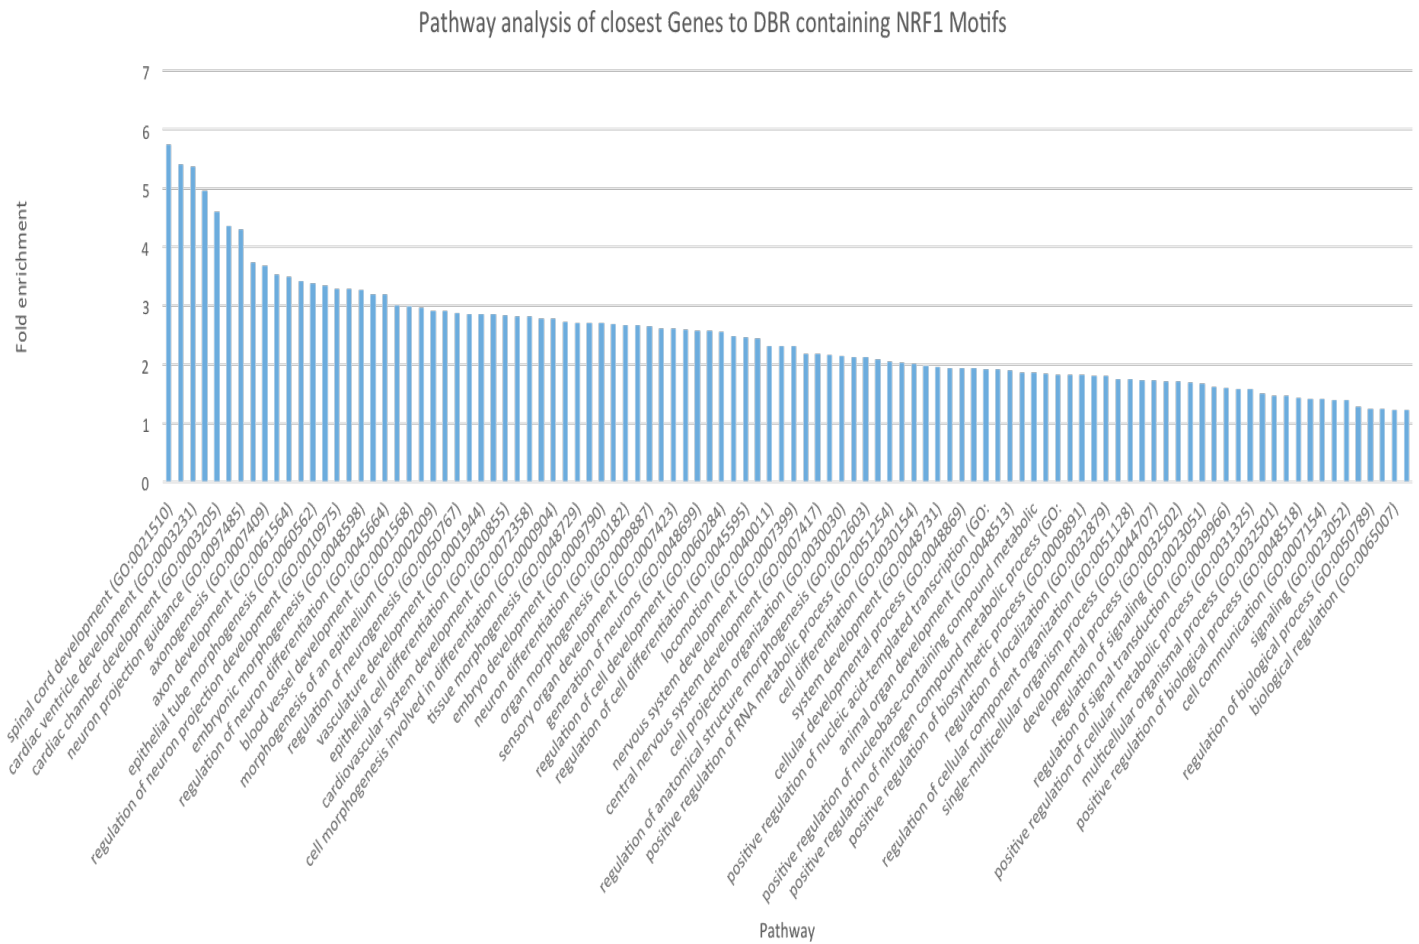

**Figure S6:** Pathway analyses of closest genes to DBR containing an NRF1 motif.

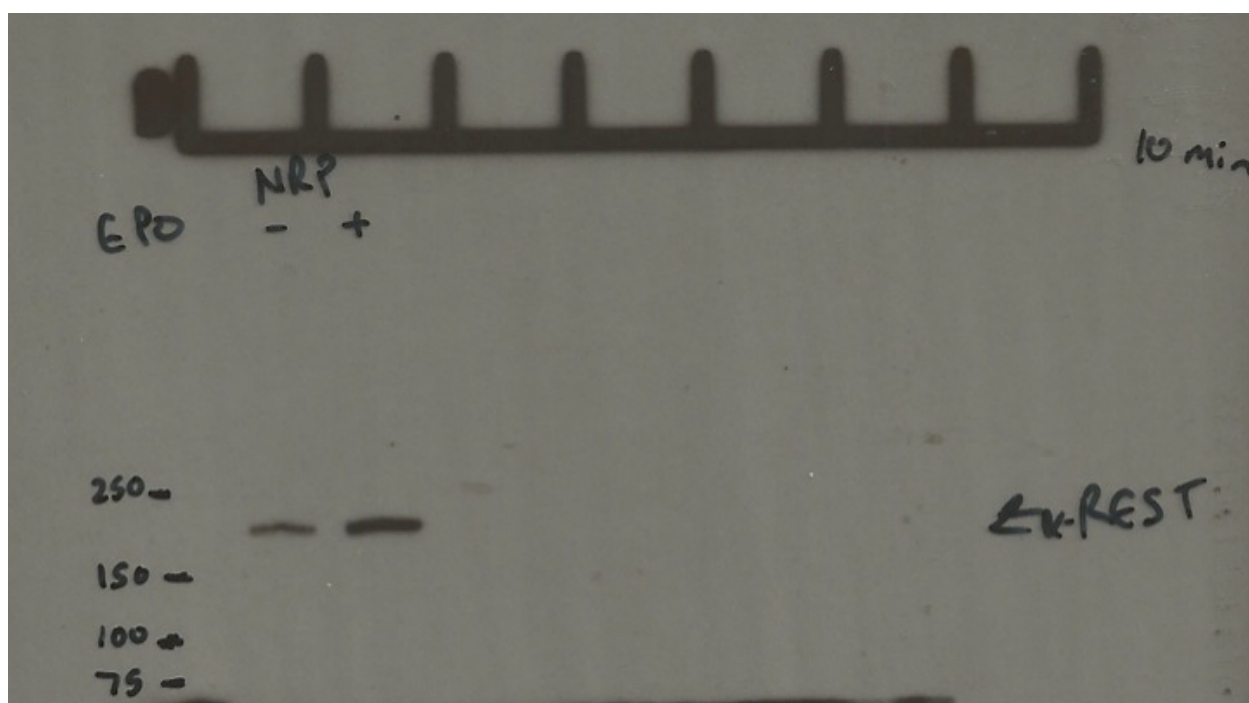

**Figure S7.** Full image of REST western blot shown in Figure 2C.

|                           | bowtie    |          |          |         |              |              | picard-tools MarkDuplicates |                          |                     |
|---------------------------|-----------|----------|----------|---------|--------------|--------------|-----------------------------|--------------------------|---------------------|
| Name                      | raw reads | mapped   | %aligned | failed  | multimappers | %multimapper | UNPAIRED_READS_EXAMINED     | UNPAIRED_READ_DUPLICATES | PERCENT_DUPLICATION |
| MycNrp_EpoMinus_H3K4me2_1 | 25061140  | 20171364 | 80%      | 800140  | 4089636      | 16%          | 20171364                    | 990936                   | 5%                  |
| MycNrp_EpoMinus_H3K4me2_2 | 34008734  | 27282655 | 80%      | 1069413 | 5656666      | 17%          | 27282655                    | 726231                   | 3%                  |
| MycNrp_EpoPlus_H3K4me2_1  | 28661485  | 23453603 | 82%      | 784369  | 4423513      | 15%          | 23453603                    | 1025175                  | 4%                  |
| MycNrp_EpoPlus_H4Ac_1     | 26106491  | 20796414 | 80%      | 766607  | 4543470      | 17%          | 20796414                    | 695904                   | 3%                  |
| MycNrp_EpoPlus_H3K4me2_2  | 34868886  | 28586947 | 82%      | 952441  | 5329498      | 15%          | 28586947                    | 983125                   | 3%                  |
| MycNrp_EpoPlus_H4Ac_2     | 24401134  | 19431046 | 80%      | 724691  | 4245397      | 17%          | 19431046                    | 488568                   | 3%                  |
| MycNrp_EpoMinus_Control_1 | 24915346  | 19098401 | 77%      | 972083  | 4844862      | 19%          | 19098401                    | 472582                   | 2%                  |
| MycNrp_EpoPlus_Control_1  | 32740957  | 25390179 | 78%      | 1200720 | 6150058      | 19%          | 25390179                    | 281840                   | 1%                  |

**Table S1:** ChIP-seq Quality Metrics

|        | Log Fold Change | PValue | FDR  |
|--------|-----------------|--------|------|
| Cox5a  | -0.5            | 0.0017 | 0.04 |
| Cox5b  | -0.6            | 0.0005 | 0.02 |
| Cox6a1 | -0.5            | 0.0024 | 0.05 |
| Cox6c  | -0.6            | 0.0001 | 0.01 |
| Cox7a2 | -0.5            | 0.0010 | 0.03 |
| Ndufb5 | -0.6            | 0.0011 | 0.03 |
| Uqcrrh | -0.5            | 0.0006 | 0.02 |
| Ndufb8 | -0.6            | 0.0009 | 0.03 |
| Ndufa3 | -0.7            | 0.0013 | 0.03 |
| Atp5g3 | -0.5            | 0.0014 | 0.04 |
| Ndufa4 | -0.5            | 0.0019 | 0.04 |
| Ndufa2 | -0.6            | 0.0021 | 0.04 |
| Ndufb9 | -0.5            | 0.0024 | 0.05 |
| Cox6a1 | -0.5            | 0.0024 | 0.05 |
| Atp5l  | -0.6            | 0.0025 | 0.05 |

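Table S2 lists genes of the respiratory chain and ATP synthase with a log fold change, a p-value and an FDR for EpoR-null against control neural tubes, from counts tested with edgeR. Cox6a1 is listed more than once, and the entry spelled Uqcrrh was matched here to Uqcrh. From the deposited counts, the log2 fold changes of the 14 genes were 0.523 for Cox5a, 0.627 for Cox5b, 0.550 for Cox6a1, 0.651 for Cox6c, 0.552 for Cox7a2, 0.572 for Ndufb5, 0.566 for Uqcrh, 0.571 for Ndufb8, 0.706 for Ndufa3, 0.518 for Atp5g3, 0.519 for Ndufa4, 0.590 for Ndufa2, 0.526 for Ndufb9 and 0.629 for Atp5l. A positive value is higher expression in the EpoR-null neural tubes. Their standard errors were from 0.1369 (Ndufb9) to 0.1922 (Atp5l). Within replicate number 1 the log2 differences between the EpoR-null sample and its controls were from 0.3611 to 0.7724, and within number 2 from 0.5044 to 0.827.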

**Table S2.** EpoR deletion is associated with changes in the expression of mitochondrial genes.

How the deposited data were processed for this re-analysis (not part of the article)

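RNA from the neural tubes of 5 mouse embryos was analysed: 2 EpoR-null embryos, 2 wild type embryos and 1 heterozygote, the last 3 being the littermate controls. The authors trimmed reads with Trimmomatic, aligned them with Tophat and counted reads per gene with HTSeq, and deposited the raw read count of each gene in each sample, 1 table per sample, without normalization. HTSeq leaves out reads that align to more than 1 place or overlap more than 1 gene, so genes with near-identical copies, such as those of ribosomal proteins, are undercounted. The summary lines HTSeq appends to a table were not used as genes. The paper's methods name hg19 for RNA-seq and state no mouse build, and read lengths of both 65 and 100 bp are given there. Samples were assigned to genotype and replicate number from the sample labels, checked against the numbers of embryos in the paper. The labels give the age as E8.5 and the paper as E9.0.

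Reads counted on genes ranged from 23014710 to 41169218 in the controls (median 23894580) and were 19316126 and 30378879 in the EpoR-null samples. The smallest depth makes 3 reads equal to 0.155 CPM, and the greatest 0.0729 CPM. Gene counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The main fit followed the paper: TMM normalization, tagwise dispersions and exactTest of edgeR, EpoR-null against the 3 controls, with Benjamini-Hochberg adjustment. Genes with a CPM above 1 in at least 2 samples were tested (12703 of 23284), a filter set here because the paper states none. Thresholds were those of the paper, p < 0.001 and FDR < 0.05. Standard errors of log2 fold changes come from the negative binomial information with tagwise dispersions. Log2 CPM values were made with a prior count of 2, and differences within a replicate number with 0.5 added to the CPM. Gene sets were tested with camera of limma at an inter-gene correlation of 0.01. This preset takes the genes of a set as nearly independent, and the test compares them with the other genes. Its p-values and FDR do not measure the spread between embryos, and may be too low for genes that change together. Sets of marker genes were written before the count tables were opened. The genes named in the text are those the paper names for the neural tubes and in Table S2, then Epor, Csf2rb, Nrf1 and Nfe2l1, then the 10 genes with the largest absolute log2 fold change among those passing both thresholds with both EpoR-null samples beyond all controls.

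The alternatives set before the count tables arrived were the quasi-likelihood F-test of edgeR, the same test with the replicate number as a replicate block (which gave 291 genes past both thresholds), DESeq2, RLE size factors, library size only, no filter, at least 10 reads in every sample, a common dispersion, each sample left out, counts thinned to the smallest total, the heterozygote as its own group, and a fold change above 1.5. For the Spearman correlations the alternative was raw counts of all genes with at least 1 read, and for the position of the heterozygote it was genes chosen by p-value, which turned out to be the same 253 genes. Added after a first look at the fold changes were offsets that remove each sample's loess trend (span 0.5) on transcript length and GC content. They were first run with the quasi-likelihood F-test, which gave 0 genes both without and with offsets and so could not show any effect of them. The likelihood-ratio test of edgeR was then added to compare the number of genes without and with offsets. That choice was made with the first outcome known, and the outcomes of all 3 forms (the quasi-likelihood F-test, the same with the replicate block, and the likelihood-ratio test) are given in the closing section. Transcript length and GC content, those of the longest annotated transcript, came from GENCODE M21, matched by symbol, for 90.73% of tested genes, 91.25% of the 606 differentially expressed genes and 98.72% of the oxidative phosphorylation genes.

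Each fit was tested on simulated counts in which 200 genes were changed by known amounts. These amounts were all larger than the median absolute log2 fold change of the 606 differentially expressed genes (0.6769). The exact test recovered 83% of the changed genes, and 17% of the genes it reported at FDR < 0.05 had not been changed. The quasi-likelihood F-test recovered 73.5%, with 5.769% not changed, and DESeq2 recovered 86.5%, with 23.11% not changed. A limit of 10% false genes had first been set for this test. The exact test and DESeq2 exceeded it and the limit was relaxed to 30%, and in the simulation the share of false genes of these 2 tests was above their nominal FDR. In simulated counts with a trend on length and 200 changed genes, the likelihood-ratio test recovered 189 of them both without and with offsets, with 1171 and 33 other genes reported. Those changes were also larger than that median and were placed at random with respect to length. What the offsets cost for smaller changes that go with length was therefore not tested. The pathway and upstream-regulator analyses of the paper were not rerun, because their software and database were not available. The experiments on human cells have no files analysed here.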

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

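The log2 fold change between EpoR-null and control neural tubes fell with transcript length (Spearman's rho -0.6282 across 11525 genes, which are not independent replicates). It was flagged as a signal over all genes that the paper does not report. The median log2 fold change went from 0.3641 in the shortest of 5 length groups (2305 genes each) to -0.3624 in the longest, which held 372 of the lower differentially expressed genes. Differentially expressed genes that were lower had a median length of 7508.5 bases, those that were higher 1116 bases, and other genes 3449 bases. Within replicate number 1 (EpoR-null against wild type and heterozygote) rho was -0.386, and within number 2 (EpoR-null against wild type) it was -0.6725. Between the wild type samples it was -0.212, between the EpoR-null samples (replicate 2 against 1) -0.3521, and between the heterozygote and the wild types 0.06036. The trend therefore also differs between embryos of the same genotype, by nearly as much as between EpoR-null and controls within replicate number 1. The prediction written before the fold changes were seen was that gene length and GC content, if the cause, would leave less than 50% of the genes after each sample's trend is removed. With the likelihood-ratio test, 541 genes without offsets became 236 with length and GC content offsets, which meets that prediction narrowly. This test was adopted only after the quasi-likelihood F-test had given 0 genes in both cases. In the quasi-likelihood F-test with the replicate block, 260 genes without offsets, among genes with a length, became 0 with them. The trend could come from RNA of lower integrity or from library preparation, or from a biological difference in long genes. These cannot be told apart here, because the files hold no positions of reads within transcripts.

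Ribosomal protein genes, which the paper does not discuss, had a mean log2 fold change of 0.4505 and were higher in EpoR-null neural tubes in 73 of 73 cases (camera FDR 1.031e-14), 59 of them with both EpoR-null samples above all controls. The 72 ribosomal protein genes with a transcript length had a mean of 0.452, against 0.4053 in genes of matched transcript length and expression, so 10.34% of the shift remained. For oxidative phosphorylation genes, 27.15% of the mean shift remained against genes of matched length and expression, a test whose direction was reworded after the fold changes were seen. After the offsets, the mean of the oxidative phosphorylation genes was 0.1759 (camera FDR 2.789e-06) and that of the ribosomal protein genes 0.1153 (camera FDR 0.01567). A shift of all short, highly expressed genes may therefore account for most of the change in both sets, with a smaller part that the offsets did not remove.

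Genes of the early-stage heterochronic set, written before the count tables arrived and including Trim71, had a mean log2 fold change of -0.4384 (7 of 7 lower, camera FDR 0.02158), and the set was flagged because the paper discusses only Trim71 among them. A difference in developmental stage could give this pattern, and the value met what had been predicted for it. The shift was uneven, however. Only 1 of the 7 genes, Trim71 (log2 fold change -1.796), passed the FDR threshold in the exact test. In 3 of the 7, both EpoR-null samples were below all controls. Relative to the wild types, the set was at -0.7615 in EpoR-null replicate 1 and -0.2249 in replicate 2. The set was not tested without Trim71, so how much of the shift rests on that gene is left open. After the length and GC offsets the mean of the set was -0.2105 and the camera FDR 0.2101, so developmental stage cannot be told apart from the trend on length. The early neuron genes did not shift as a set (camera FDR 0.7976), with the EpoR-null samples on opposite sides of the wild types (1.412 and -0.8957).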

How the results depend on the processing

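The direction of every named gene other than Nrf1, and of the oxidative phosphorylation and proteasome gene sets, was the same under every alternative rerun for it. Not all were rerun: genes without a transcript length were not in the fits with offsets, and Epor and Csf2rb were in 3 leave-one-out fits. These gene sets were not rerun with the replicate block and offsets together. The other gene sets were rerun only with the length and GC offsets. For the position of the heterozygote the alternative chose the same 253 genes, so it could not test that value. The counts of genes were within 1.5 times of the main counts with RLE factors, library size only, no filter, at least 10 reads in every sample, thinned counts and, for the stricter threshold, a fold change above 1.5. With other tests they often were not. Against 606 genes past both thresholds and 928 past the FDR threshold in the exact test, the quasi-likelihood F-test without the replicate block gave 0 and 0, the same test with the heterozygote as its own group 0 and 0, DESeq2 1041 and 1662, and a common dispersion 257 and 258. With the replicate block, the quasi-likelihood F-test gave 291 and 695, the latter within 1.5 times of the main count. Leaving out each sample in turn gave from 115 to 2296 genes at the stricter threshold and from 115 to 3778 at FDR < 0.05, the largest numbers without EpoR-null replicate 1, when a single EpoR-null sample leaves the dispersion to be estimated from the controls. The 0 of the quasi-likelihood F-test lies close to its threshold, since its lowest FDR was 0.05898 and 1023 genes had FDR < 0.1. The 291 and 695 genes with the replicate block lie close to it too. The lowest FDR there was 0.04103, and 2201 genes had FDR < 0.1. The quasi-likelihood F-test allows for the uncertainty of dispersions from 5 samples, which may be part of why it reports fewer genes than the exact test. In the simulated counts the difference was smaller (73.5% of changed genes recovered against 83%). The changes put in there were all larger than the median absolute log2 fold change of the 606 genes (0.6769). The simulation therefore does not show how the tests differ for changes of the size found here.

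Of the settings added after seeing the data, the length and GC offsets gave 0 and 0 genes with the quasi-likelihood F-test, 0 and 0 with the replicate block, and 236 and 241 with the likelihood-ratio test, which gave 541 and 838 without them. With the offsets the proteasome genes had a mean log2 fold change of 0.08002 and no longer passed (camera p 0.09654). The log2 fold change of Nrf1, near 0 in the main fit, ranged from -0.12135 to 0.0654793 with each sample left out (0.0206 without wild type replicate 2) and was 0.08696, 0.04301 and 0.08698 with the offsets in the quasi-likelihood F-test, with the replicate block and in the likelihood-ratio test. The lowest Spearman correlation between samples was 0.97502 on raw counts of all genes in place of 0.96205. Of the other rows for named genes, 232 became weaker and 3 stronger of 677 in all, 33 of the weaker ones with the quasi-likelihood F-test. Epor and Csf2rb had 7 to 68 and 3 to 100 reads per sample, and their differences did not pass FDR < 0.05 in the main fit. The 3 stronger rows were theirs: a common dispersion gave FDR 0.03316 for Epor and 0.0001549 for Csf2rb, and without the heterozygote Csf2rb had FDR 0.0003888 (Epor 0.05283).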

Differences from the paper's values

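The log2 fold change of Myst3 between EpoR-null and control neural tubes was -1.057, against the paper's 1.1, and that of Psmb4 was 0.557, against the paper's -0.5. For the genes of Table S2 the log2 fold changes were 0.523 for Cox5a against the paper's -0.5, 0.627 for Cox5b against the paper's -0.6, 0.550 for Cox6a1 against the paper's -0.5, 0.651 for Cox6c against the paper's -0.6, 0.552 for Cox7a2 against the paper's -0.5, 0.572 for Ndufb5 against the paper's -0.6, 0.566 for Uqcrh against the paper's -0.5, 0.571 for Ndufb8 against the paper's -0.6, 0.706 for Ndufa3 against the paper's -0.7, 0.518 for Atp5g3 against the paper's -0.5, 0.519 for Ndufa4 against the paper's -0.5, 0.590 for Ndufa2 against the paper's -0.6, 0.526 for Ndufb9 against the paper's -0.5 and 0.629 for Atp5l against the paper's -0.6. None of the alternatives set before the files arrived, and none of those added after seeing the values, gave a value within the standard error of the paper's with the same sign (0 of 300 values for these 16 genes). Taken without their signs, the log2 fold changes of all 24 genes compared were within 1 standard error of the paper's, and 8 of the 24 had the paper's sign.

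The paper describes the genes for mitochondrial biogenesis and PSMB4 as decreased in EpoR-null cells, and the discussion describes NRF1 target genes as decreased after EpoR deletion. In the counts, all 14 genes of Table S2 and Psmb4 were higher in both EpoR-null samples than in every control. In the exact test of edgeR, the p-value and FDR of Ccnd2 (p = 0.001031, FDR 0.02139) and of Mdm4 (p = 7.585e-07, FDR 0.0001025) were above the bounds the paper gives, as were the FDR of Atm (1.259e-05) and of Hipk2 (4.781e-12). With the length and GC offsets, chosen after seeing the values, the genes of Table S2 and Psmb4 kept the sign found here, but 11 of the 14 genes of Table S2 and Psmb4 no longer had FDR < 0.05 in the likelihood-ratio test.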

Other observations

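More genes were lower than higher in EpoR-null neural tubes (488 and 118 past both thresholds in the exact test, 157 and 100 with a common dispersion). Technical explanations were weighed for this pattern, mostly by the number of genes, with predictions written before the fold changes were seen. In the exact test, the 10 splits of the 5 samples into 2 and 3 were compared. Only 1, the real one, gave as many genes past both thresholds. The next gave 24, but 10 splits cannot give a share under 0.1. In the quasi-likelihood F-test the real split gave 0 genes and the split of the heterozygote with EpoR-null replicate 2 gave 5. That test therefore does not single out the real split. After thinning all samples to the smallest library size 554 genes remained (461 lower and 93 higher), and without the 50 genes with the most reads 599 did. Neither library size nor a few genes taking most of the counts therefore accounts for the number of genes. Embryo sex does not separate the groups, since 1 of the 2 EpoR-null embryos had Y-linked reads. For the dissection level along the body axis the lowest camera FDR of the Hox and the forebrain and midbrain sets was 0.6221. The forebrain and midbrain set had 3 tested genes, with the EpoR-null samples on opposite sides of the wild types (1.301 and -1.337). With the length and GC offsets the Hox genes had a mean log2 fold change of -0.552 (camera FDR 0.08286). A difference in dissection level was thus not detected, but is not excluded. For cells from other tissues the lowest camera FDR was 0.2415. For one EpoR-null sample alone, 72.86% of the genes found from EpoR-null replicate 1 against the controls changed the same way in EpoR-null replicate 2, and 80.66% of those found from replicate 2 did in replicate 1. Both percentages use the same 3 controls, which raises them even without a change, and no value without a change was computed. With separate controls, EpoR-null replicate 1 was set against wild type replicate 1 and the heterozygote, and EpoR-null replicate 2 against wild type replicate 2. Of the genes found in the first comparison, 80.48% changed the same way in the second. The lower percentage with shared controls (72.86%) was just under the limit set beforehand for this explanation. By that limit the explanation remains. Most genes changed the same way with separate controls too, but no value without a change was computed there either. Both of those comparisons also carried the trend on length (Spearman's rho -0.386 and -0.6725), which could give the same direction by itself. These percentages therefore do not decide whether the pattern rests on 1 sample. An unequal contribution of the samples is not excluded. With the length and GC offsets the balance was more even (149 lower and 87 higher, against 441 and 100 without them, likelihood-ratio test). Developmental stage (lowest camera FDR 0.02158) and gene length and GC content (236 genes left of 541) also remain, so the pattern is not called biological here.

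The heterozygote stood apart from the other samples on the first principal component (41.47% of the variance; score -53.03, against 0.6374 to 33.72 in the others). A candidate explanation, written after the component was seen, is fewer cells from other tissues in the heterozygote, since it had the lowest mean in 6 of 6 non-neural gene sets, for example -3.667 for primitive blood and -3.971 for endothelium on the log2 scale relative to the wild types. Of the 100 genes with the largest loadings, 94 were lowest in the heterozygote. Hba-x, an embryonic globin, had 14.48 CPM in the heterozygote and 226.9 to 536.3 CPM in the other samples. The EpoR-null samples did not share this loss (replicates 1 and 2: 0.6548 and -0.06895 for primitive blood, 0.1672 and -0.5028 for endothelium). For these sets, that argues against a loss that grows with the number of deleted EpoR alleles. There is 1 heterozygote, so a difference in dissection and an effect particular to its genotype cannot be told apart.

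Over the 253 genes with FDR < 0.05 between wild type and EpoR-null samples without the heterozygote, the median position of the heterozygote between wild type (0) and EpoR-null (1) was -0.05615, and 98.42% of the genes were nearer to wild type. Epor had 2.355 and 1.62 CPM in the wild types, 0.4755 in the heterozygote and 0.3536 and 0.6691 in the EpoR-null samples (log2 fold change -1.513, exact test of edgeR, FDR 0.2797). Csf2rb had 3.388 and 2.382 CPM in the wild types, 0.1297 in the heterozygote and 0.4546 and 0.3521 in the EpoR-null samples (FDR 0.3195, and 0.0003888 without the heterozygote). Xist was expressed in the heterozygote (671 CPM) and EpoR-null replicate 2 (218.7 CPM), and Ddx3y in the other 3 samples.

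Lower Rest expression might be followed by higher expression of genes that REST represses. A set of REST targets written before the count tables arrived did not shift (camera FDR 0.4646, mean log2 fold change 0.4563, 25 of 29 higher), and relative to the wild types the EpoR-null samples were on opposite sides (1.162 in replicate 1 and -0.5246 in replicate 2). With the length and GC offsets the mean was 0.557 (camera p 0.04627, FDR 0.1795), a shift that did not pass FDR < 0.05. A response of REST targets was therefore not detected in these samples, and is not excluded.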
